# A plant tethering system for the functional study of protein-RNA interactions in vivo

**DOI:** 10.1186/s13007-022-00907-w

**Published:** 2022-06-04

**Authors:** Diego Cuerda-Gil, Yu-Hung Hung, Kaushik Panda, R. Keith Slotkin

## Abstract

The sorting of RNA transcripts dictates their ultimate post-transcriptional fates, such as translation, decay or degradation by RNA interference (RNAi). This sorting of RNAs into distinct fates is mediated by their interaction with RNA-binding proteins. While hundreds of RNA binding proteins have been identified, which act to sort RNAs into different pathways is largely unknown. Particularly in plants, this is due to the lack of reliable protein-RNA artificial tethering tools necessary to determine the mechanism of protein action on an RNA in vivo. Here we generated a protein-RNA tethering system which functions on an endogenous Arabidopsis RNA that is tracked by the quantitative flowering time phenotype. Unlike other protein-RNA tethering systems that have been attempted in plants, our system circumvents the inadvertent triggering of RNAi. We successfully in vivo tethered a protein epitope, deadenylase protein and translation factor to the target RNA, which function to tag, decay and boost protein production, respectively. We demonstrated that our tethering system (1) is sufficient to engineer the downstream fate of an RNA, (2) enables the determination of any protein’s function upon recruitment to an RNA, and (3) can be used to discover new interactions with RNA-binding proteins.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13007-022-00907-w.

## Introduction

Plant genomes encode hundreds of proteins that interact with and regulate RNA [20]. However, the roles of these proteins in post-transcriptional gene regulation remain widely unknown, in part due to the lack of experimental tools to study their function. For example, it is not understood which proteins are sufficient for the key regulatory decision that directs an RNA transcript to enter either the RNA decay or RNA interference (RNAi) pathway [14]. This decision point is critical, as decay will only remove one RNA transcript, while the positive feedback cycle of RNAi carries the fate of continued degradation of additional RNA molecules through the production of small interfering RNAs (siRNAs) [33]. Artificially recruiting a protein of interest to a known RNA in vivo (protein-RNA tethering) is an essential technique for deciphering the function of RNA-binding proteins. Once artificially forced to a reporter RNA, the unknown function of the protein on that RNA can be assessed by standard RNA and protein biology techniques. Systems such as bacteriophage *MS2-MCP* (*MS2* coat protein binds an RNA sequence called the *MS2* stem-loop) and boxB-λN (λN protein binds an RNA sequence called box B) have been used in yeast, *Drosophila* and other systems to tether a protein to a reporter RNA in order to study mRNA stability, splicing, localization, transport and translation [5]. More recently a CRISPR/Cas system has been discovered that uses a CRISPR guide RNA (gRNA) to program the targeting of the Cas13 protein to an RNA, rather than the typical DNA target of Cas9 [2]. Protein-RNA tethering can be accomplished by synthetically fusing a nuclease-dead version of Cas13 to any protein-of-interest to investigate the function of that protein-of-interest on the RNA (reviewed in [35]).

Plants are highly sensitive to the production of double-stranded RNA (dsRNA) (reviewed in [14]). Whether it is via transcription through an inverted repeat (forming an intramolecular hairpin), the pairing of complementary transcripts (intermolecular interaction) or produced by an RNA-dependent RNA Polymerase (RDR) protein, dsRNA is a trigger for RNA cleavage by DICER family proteins [31, 32]. This cleavage produces either a single small RNA molecule (microRNA) or if the dsRNA is longer, a series of siRNAs, both of which are able to trigger post-transcriptional gene silencing (PTGS) of complementary mRNA transcripts (reviewed in [33]). In some cases, the cleaved target mRNA is further converted into dsRNA by an RDR protein and produces secondary siRNAs in the cycle of RNAi, amplifying the PTGS and resulting in significant reduction of complementary mRNAs and their encoded proteins [10, 34].

Existing protein-RNA tethering systems are not well-developed in plants because they each trigger the plant's sensitive dsRNA response. In the case of the *MS2-MCP* and boxB-λN systems, they both require the target RNA to be transgenic in order to carry the necessary *MS2* stem-loop or box B binding sites. The hairpin dsRNA secondary structure of these binding sites closely resembles stem-loop structures normally processed by DICER family proteins [5, 24]. In plants, use of these *MS2* stem-loop and box B binding sites complicates downstream analyses, as transgenic reporter RNAs are often subject to PTGS even without protein tethering [13, 21]. Cas13 systems of protein-RNA tethering can overcome this problem, as they can target any endogenous RNA and are not dependent on the formation of intramolecular dsRNA [25]. However, CRISPR gRNAs need to be complementary to their target RNA and subsequent base pairing will generate 28–30 nucleotide (nt) intermolecular dsRNA [2]. This gRNA base pairing to the target RNA is known in plants to trigger PTGS of the target RNA even without the presence of the Cas13 protein [28]. Therefore, each of the existing in vivo systems of protein-RNA tethering trigger the plant’s sensitive response to dsRNA, degrading the target RNA independently of protein binding or action. In order to identify new RNA-binding proteins and characterize their function, we aimed to generate a novel plant in vivo protein-RNA tethering system in which the target RNA is stable and not subject to PTGS. Here we describe a protein-RNA tethering system that acts on an endogenous (non-transgenic) RNA without intramolecular or intermolecular dsRNA formation, and consequently does not spontaneously trigger PTGS.

## Results

### A minimal version of the BRN1 protein retains *SOC1* RNA-binding

*Bruno*-like proteins are deeply conserved RNA-binding proteins. In Drosophila, *Bruno* binds a repeated 7-nt sequence in the 3' UTR of the *Oskar* mRNA [29]. In *Arabidopsis thaliana*, the *Bruno* ortholog *Bruno*-like 1 (BRN1) binds a single 7-nt sequence (5’UAUGUAU) in the 3'UTR of the *SOC1* mRNA (Fig. 1A) and limits *SOC1* translation [18]. SOC1 is a known integrator of flowering time cues, as *soc1* mutant plants flower late and *brn1* mutants have the opposite effect of higher accumulation of SOC1 protein and flower early [15, 18]. Although *Bruno*-like proteins characteristically have three RNA Recognition Motif (RRM) domains (domains 1–3, Fig. 1A), across several species only the first two RRM binding domains (BDs) are necessary for mRNA interaction and specificity [1, 8, 12, 29]. We generated a FLAG-tagged minimal Arabidopsis BRN1 protein that contains only the first two RRM domains (named ‘FLAG-BD’, Fig. 1A), excluding the unnecessary third RRM and the region that putatively functions to inhibit *SOC1* translation. We generated stable transgenic plants with an integrated FLAG-BD transgene driven by the viral 35S promoter in the wild-type Columbia (wt Col) background and confirmed its protein production (Fig. 1B). We next immunoprecipitated the FLAG-BD protein in three biological replicates (Fig. 1B) and performed an RNA-immunoprecipitation (RIP) experiment followed by qRT-PCR. In two distinct experiments with different biological replicates, we found a 10.6-fold and 12.5–fold enrichment of the *SOC1* mRNA compared to wt Col plants without FLAG-BD (Fig. 1C). As an additional control, we transformed the same FLAG-BD transgene into the *soc1* mutant background and did not detect *SOC1* mRNA in our RIP of FLAG-BD (Fig. 1C). This experiment confirms that the minimal FLAG-BD protein retains the ability to bind the endogenous *SOC1* mRNA.

**Fig. 1:**
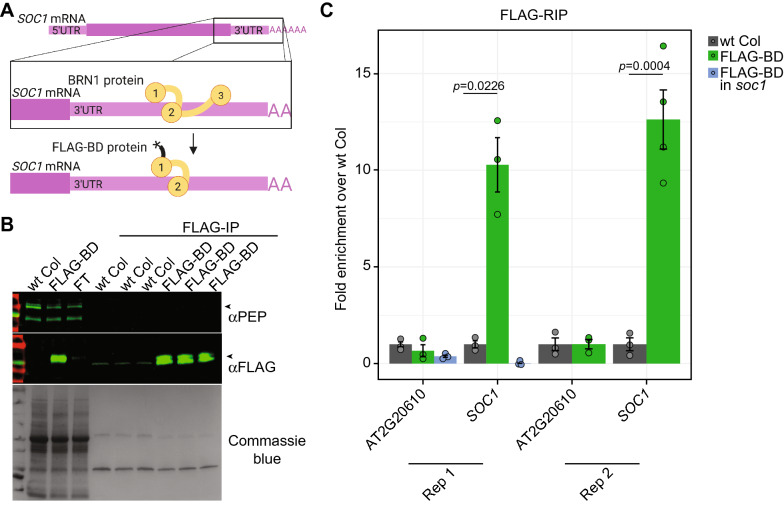
The epitope-tagged minimal RNA-binding protein ‘FLAG-BD’ binds the *SOC1* mRNA. **A** The Arabidopsis BRN1 protein contains three RRM domains (1–3) that bind the *SOC1* mRNA 3’UTR [18]. Only two RRM domains (1–2) are necessary for *Bruno*-like proteins to bind their targets [29]. The BRN1 protein inhibits *SOC1* translation [18], and this is thought to be mediated via the protein region between RRM 2 and 3. We generated a FLAG epitope-tagged (asterisk) truncated BRN1 protein with only RRM domains 1 and 2 (FLAG-BD, bottom). Figure created with BioRender. **B** Western blot of the FLAG-immunoprecipitation in plants with and without the FLAG-BD transgene. The three wt Col and FLAG-BD samples are biological replicates. PEP is an unrelated protein used as a loading control. FT = Flow Through fraction unbound to the FLAG antibody. Arrowheads mark the predicted size of the protein detected. **C** FLAG-IP followed by RNA extraction and qRT-PCR of samples from (**B**). AT2G20610 is an unrelated gene used as a negative control. Each biological replicate is shown as a circle. The bar represents the average and error bars represent the standard deviation between three or more biological replicates. P-value is calculated by using an unpaired t-test with Welch's correction. The RIP experiment was repeated twice (Rep 1 / Rep 2) using distinct biological replicate plants

In addition to *SOC1*, there are 2236 other mRNAs in the Arabidopsis transcriptome that have the identical 7-nt BRN1 binding site in their 3’UTR. To test if FLAG-BD also binds these RNAs, we focused on 3 mRNAs that are similarly expressed as the *SOC1* mRNA in the leaf tissue under examination. Although the variation is high, we found that FLAG-BD binds these other mRNAs in addition to the *SOC1* mRNA (Additional file 1: Figure S1). The promiscuity of FLAG-BD binding may reflect the broad binding of the endogenous BRN1 protein to many or all mRNAs with the 7-nt binding site, which has not been investigated on a transcriptome-wide level.

### Protein tethering itself does not trigger PTGS or alter regulation of the *SOC1* RNA

Using multiple lines of evidence, we found that the binding of the FLAG-BD protein does not impact SOC1 regulation. In three growth replicates, FLAG-BD plants flower at the same time as plants without the FLAG-BD transgene, while *soc1* and *brn1* mutants flower late and early, respectively (Fig. 2A) [15, 18]. If FLAG-BD triggered PTGS of *SOC1*, we would expect a reduction in *SOC1* mRNA and protein levels. Instead, we found that *SOC1* mRNA (Fig. 2B) and protein levels (Fig. 2C, D) are not decreased in plants with FLAG-BD. We did observe a small increase in the level of *SOC1* mRNA and protein in FLAG-BD plants, but this increase was not statistically significant (Fig. 2B and D). 

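Small RNAs were sequenced from 4 libraries, 2 from plants that carry the FLAG-BD transgene in the wt Col background and 2 from wt Col plants without it, and libraries A and B of each genotype are biological replicates. The plants were grown at 22 °C with 16 h of light. For each library the authors deposited the distinct sequences of 18 to 28 nt with the abundance of each in RPM, after adapter trimming and removal of tRNA and rRNA reads. The RPM values are multiples of the value of 1 read, from which whole reads were recovered. By this value the authors' RPM are taken over 5432720 and 4444962 reads in FLAG-BD A and B, and over 5157356 and 5397899 reads in wt Col A and B. The deposited lists hold only part of these reads, 1708070 and 1079854 in FLAG-BD A and B and 1648020 and 1235513 in wt Col A and B. The authors' RPM were kept, so a scaling to the listed reads would give other values. Each sequence was matched to the TAIR10.1 genome with at most 1 mismatch, and the 21–22 nt reads contained in a gene were summed over both strands, introns included. A read with more than 1 best match was divided among its places by the density of the reads around each. The genotypes were compared with a 2-sided exact permutation test of the mean RPM, whose smallest possible p with 2 libraries against 2 is 0.333, so the test cannot pass 0.05. Between the libraries, 3 reads correspond to 0.552 to 0.675 RPM, which was taken as the smallest detectable abundance. The 95% confidence intervals (Clopper-Pearson) and this floor cover counting error only, because sequenced reads without molecular identifiers are not independent molecules.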

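The *SOC1* gene (AT2G45660) encodes a MADS-box transcription factor and lies on the minus strand of chromosome 2, from 18807505 to 18811125 of TAIR10.1. In its annotated transcript of 8 exons, the 3'UTR spans 18807505 to 18807798 (294 nt) in exon 8. The 7-nt BRN1 binding site (5'UAUGUAU) lies in this 3'UTR at 18807618 to 18807624, and reads in DNA letters with its surroundings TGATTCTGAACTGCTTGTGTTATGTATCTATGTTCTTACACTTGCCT. A transcript of 7 exons is also annotated, and its longer 3'UTR holds this site and another copy of the 7-nt sequence at 18808277 to 18808283. No 21–22 nt read matched *SOC1* in FLAG-BD A, and 1 read matched it in each of FLAG-BD B, wt Col A and wt Col B. The accumulation was 0.112 RPM ± 0.159 (SD, n = 2) in FLAG-BD and 0.190 RPM ± 0.00611 (SD, n = 2) in wt Col, and the difference of -0.0771 RPM is smaller than the spread between the FLAG-BD libraries (exact permutation test, p = 1). All 4 values are below the floor, and the upper 95% bounds were 0.679 and 1.25 RPM in FLAG-BD A and B and 1.08 and 1.03 RPM in wt Col A and B. A difference in *SOC1* siRNAs within these bounds was therefore not detectable at this depth. An accumulation at the level of the positive control *TAS3* (313.4 and 177.9 RPM in FLAG-BD A and B) lies far above the bounds. The read in FLAG-BD B is antisense and lies beside the 7-nt site, from 18807596 to 18807616. The read in wt Col B is sense and also lies in the 3'UTR, from 18807719 to 18807739, and the read in wt Col A is sense and lies in exon 1, from 18810914 to 18810934. Reads across the exon junctions of *SOC1* were counted only where they also match the genome. The sign of the difference reversed for 24 nt reads (0.0920 RPM) and for antisense reads alone (0.112 RPM). The paper takes siRNA production as a further measure of PTGS, beside *SOC1* mRNA and protein levels (Fig. 2B–D), and concludes from the siRNA data in Fig. 2E that FLAG-BD binding leaves the *SOC1* mRNA outside this pathway.

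**Figure D1:**
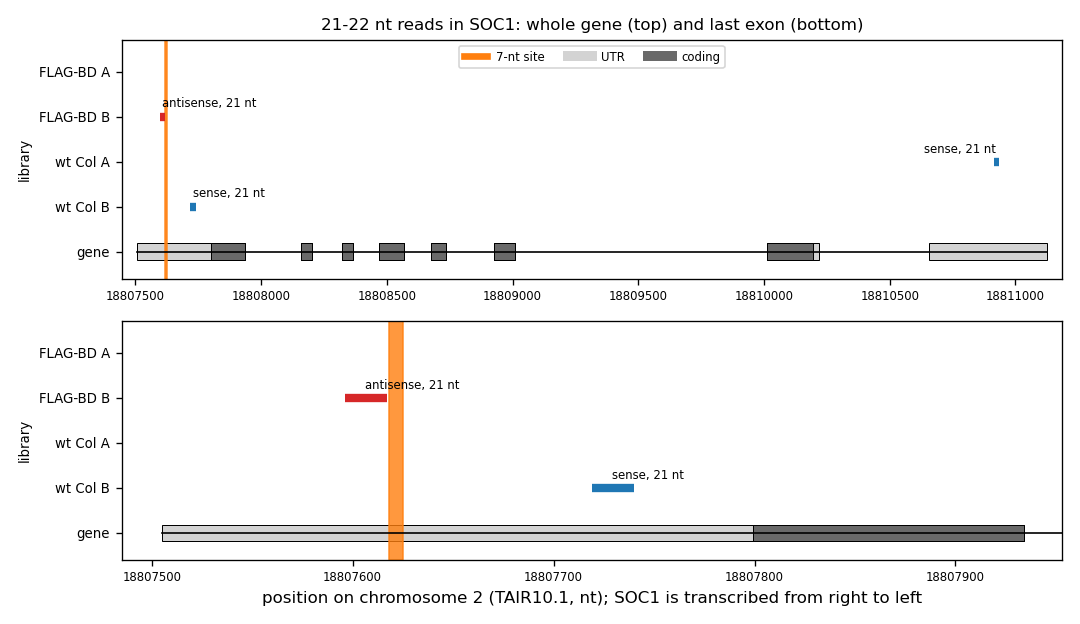
Positions of the 21–22 nt reads in *SOC1*, with the whole gene in the top panel and the last exon in the bottom panel. The x-axis is the position on chromosome 2 in nt, each line on the y-axis is a library, blue and red bars are sense and antisense reads, boxes are exons (light for UTR, dark for coding sequence), and the orange band is the 7-nt BRN1 site. FLAG-BD A has 0 reads and each of the other libraries has 1 read of 21 nt.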

Importantly, FLAG-BD tethering does not trigger siRNA production from the *SOC1* mRNA when assayed by small RNA sequencing (Fig. 2E), again demonstrating that the *SOC1* mRNA is not entering PTGS. Therefore, FLAG-BD is a novel protein tool that can be used as a protein-RNA tethering system to the endogenous *SOC1* mRNA, eliminating the issues from techniques previously developed outside of and moved into plants.

**Fig. 2:**
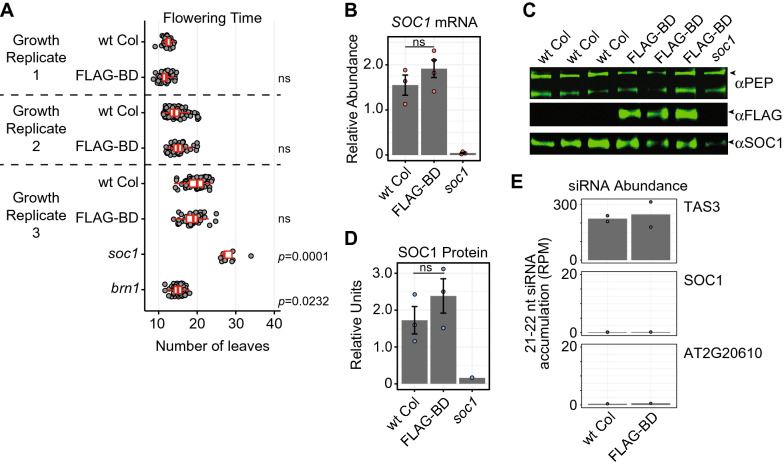
FLAG-BD binding does not alter SOC1 regulation. **A** Flowering time is measured as the number of leaves generated at the time the first flower opens. Gray points are individual plants, and the red box plots represent the 25th and 75th percentiles of the sample population, with the center bar representing the median and whiskers at the 10th and 90th percentile. P-values are comparisons to the wt Col in the same growth replicate, calculated by using unpaired t-test. ns = not statistically significant. **B** qRT-PCR of *SOC1* mRNA levels in plants with and without FLAG-BD. Three or more biological replicates for each genotype were used (shown as red points), the height of the bar represents their average and the error bars represent the standard deviation. P-value is calculated by using unpaired t-test with Welch’s correction. **C** Western blot displaying SOC1 protein levels between biological replicates with and without FLAG-BD. **D** SOC1 protein quantification from the Western blot in part (**C**). Biological replicate data points are shown as blue points, the height of the bar represents their average and error bars represent the standard deviation. P-value is calculated by using unpaired t-test with Welch’s correction. **E** Accumulation of siRNAs from wt Col and FLAG-BD lines. *TAS3* is a *trans*-acting siRNA producing locus shown as a positive control for siRNA accumulation. AT2G20610 is an unrelated gene without small RNA production used as a negative control. Two biological replicates are shown as points, and their average is the height of the bar. RPM = reads per million sequenced small RNAs

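*TAS3* (AT3G17185) is a noncoding gene on the plus strand of chromosome 3, from 5861491 to 5862437 of TAIR10.1, whose transcript is cut and converted into double-stranded RNA that is diced into *trans*-acting siRNAs. Its 21–22 nt reads amounted to 245.6 RPM ± 95.8 (SD, n = 2) in FLAG-BD and 223.2 RPM ± 22.5 (SD, n = 2) in wt Col. The difference of 22.4 RPM is smaller than the spread between the FLAG-BD libraries (exact permutation test, 2-sided, p = 1). FLAG-BD A and B had 313.4 RPM (95% interval 298.6 to 328.5) and 177.9 RPM (165.8 to 190.8), and wt Col A and B had 239.1 RPM (225.9 to 252.8) and 207.3 RPM (195.3 to 219.8). FLAG-BD A and B thus differed from each other by more than counting error (Fisher's exact test of the reads of these libraries, p = 1.35e-41). The direction of the difference between the genotypes depended on the reads counted, since it was -3.02 RPM for 24 nt reads, -0.523 RPM for antisense reads alone, and -213.1 RPM when scaled to the 21–22 nt reads placed on the genome (30.5 RPM with the *BRN1* reads left out of this scaling). Antisense reads made up 67.2 and 69.8% of the 21–22 nt reads in FLAG-BD A and B and 72.4 and 78.5% in wt Col A and B. Of the 21 nt reads, 36.6 and 36.5% in FLAG-BD A and B and 38.6 and 35.4% in wt Col A and B fell into the 21 nt register that was most frequent over the 4 libraries together, where an even spread would give 4.76%. This register was chosen from the same reads, and a single abundant siRNA can raise its share, so the share alone is no test of phasing. The most abundant position was the antisense reads whose leftmost base is 5862255, with 90.4 and 50.4 RPM in FLAG-BD A and B and 70.6 and 68.4 RPM in wt Col A and B.

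**Figure D2:**
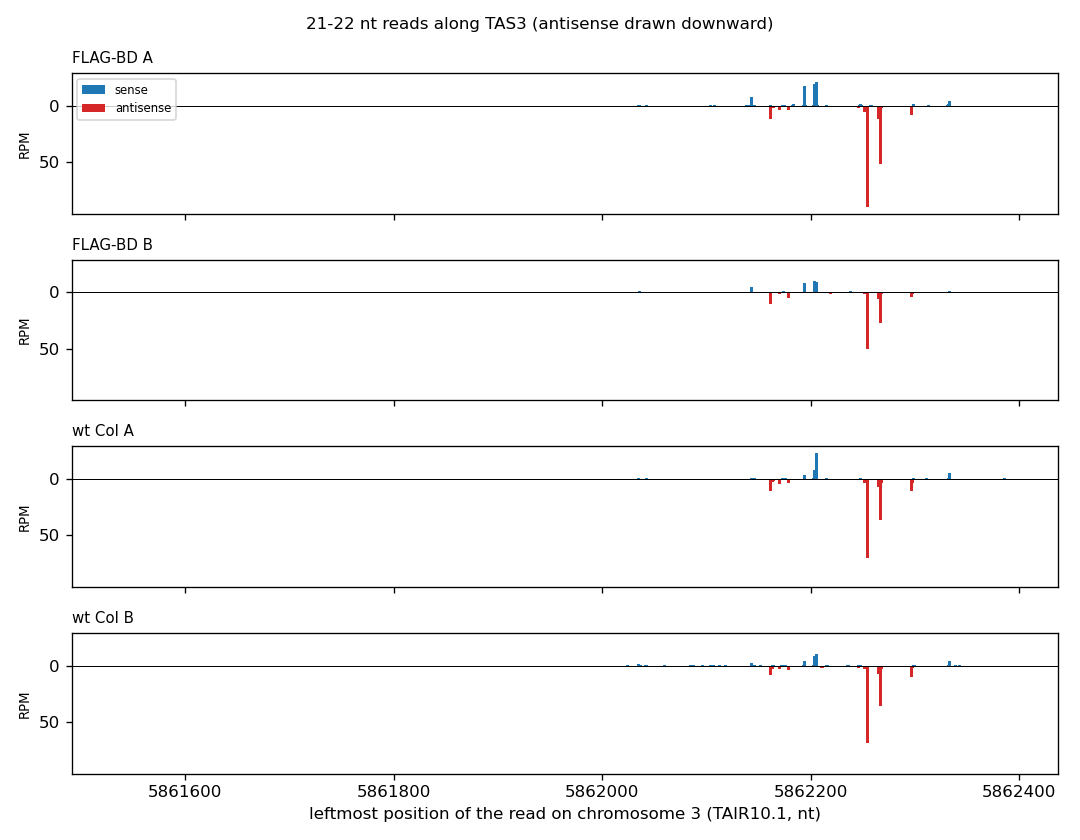
Accumulation of 21–22 nt reads along *TAS3* in each library. The x-axis is the leftmost position of the reads on chromosome 3 in nt, the y-axis is RPM, and sense reads are drawn upward in blue and antisense reads downward in red. The tallest bar in every library is the antisense position 5862255, from 50.4 RPM in FLAG-BD B to 90.4 RPM in FLAG-BD A.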

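AT2G20610 is a protein-coding gene on the minus strand of chromosome 2, from 8877887 to 8880440 of TAIR10.1, and is annotated as a tyrosine transaminase family protein. It had 3 reads of 21–22 nt in FLAG-BD A, 0 in FLAG-BD B and 2 in each wt Col library, none of them above the 3-read floor. This gave 0.276 RPM ± 0.390 (SD, n = 2) in FLAG-BD and 0.379 RPM ± 0.0122 (SD, n = 2) in wt Col. The difference of -0.103 RPM was not detectable at this depth (exact permutation test, p = 1), and it was 0 when antisense reads alone were counted. The upper 95% bounds were 1.61 and 0.830 RPM in FLAG-BD A and B and 1.40 and 1.34 RPM in wt Col A and B.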

### Using FLAG-BD to discover new interacting proteins

There are multiple methods to identify new proteins that interact during RNA binding, and some of these methods are specific to mRNAs or even RNAs with specific sequences [3, 5, 20]. To take advantage of the interaction between the epitope-tagged FLAG-BD and its target RNAs, we aimed to determine if FLAG-BD could be used to identify new interacting proteins. We performed four biological replicate immunoprecipitations (IPs) of FLAG-BD plants with anti-FLAG bound beads or a mock negative control with beads but no linked antibody (control gels shown in Additional file 1: Figure S2), and subjected these samples to liquid chromatography -coupled Mass Spectrometry (LC-MS). As expected, we found abundant spectra for the portions of the BRN1 protein that compose FLAG–BD (green points, Fig. 3A). We identified a number of other significantly enriched proteins in our data (blue and red points, Fig. 3A), and limited our analysis to 20 proteins that are significantly enriched in at least 2 of the 4 biological replicates (blue points, Fig. 3A). The identity and spectral counts of these 20 proteins is provided in Additional file 2: Table S1. 11 of these 20 proteins have been previously designated as ‘RNA-binding’ proteins or ‘linked to RNA’ [3], which represents a significant enrichment compared to the mock immunoprecipitation sample, the entire genome, or the predicted proteome of the leaf tissue that was examined (Fig. 3B). As a note, without a control that includes RNase, we cannot determine in our experiment if these proteins specifically bind RNA, as these proteins may interact directly with the FLAG-BD protein. The identity of the 11 proteins previously designated as ‘RNA-binding’, and their weighted spectral count in each biological replicate, are listed in Fig. 3C. This data demonstrates that the FLAG-BD tethering system can be used to identify new proteins that were previously unknown to interact during BRN1-RNA binding.

**Fig. 3:**
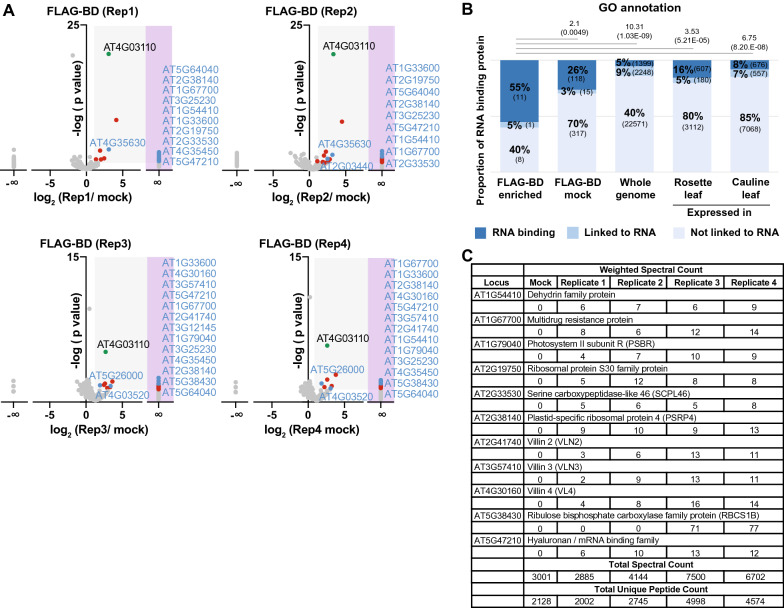
RNA-binding proteins interact with FLAG-BD. **A** Volcano plots of anti-FLAG immunoprecipitation followed by Mass Spectrometry (IP-MS) of four biological replicates (Rep1-4). The x-axis shows the log2 fold change between each FLAG-IP sample and the mock-IP control, and the y-axis depicts the p-value of Fisher exact test in a negative log scale. The gray shaded region represents the region of statistical significance (fold change ≥ 2, p ≤ 0.05), while the pink shaded region represents proteins that accumulated in the FLAG-IP but did not accumulate in the mock-IP, making their enrichment value infinite. The green point indicates the bait protein BRN1. Red points indicate the significantly enriched proteins. Blue points indicate the proteins significantly enriched in at least 2 of the 4 biological replicates. Gels of the IP protein sample before Mass Spectrometry are shown as Additional file 1: Figure S2. **B** Stacked bar graph showing the RNA-interaction annotation of the 20 proteins enriched in at least 2 of the 4 biological replicates from part (**A **). These are compared to the annotation of the proteins identified in the mock-IP (FLAG-BD mock), the annotation of the entire Arabidopsis genome, or the genes annotated as expressed in rosette or cauline leaves. Bold indicates the percent of genes, with the total number of genes in parentheses. The hypergeometric test results are shown above each bar as fold enrichments (top number) and p-value in parentheses. **C** Table showing the 11 proteins previously designated as ‘RNA-binding’ enriched in at least 2 of the 4 FLAG-BD IPs from part (**B **). The weighted spectral count (number of spectra associated with only a specific protein group plus the apportioned number of spectra shared with other proteins) is indicated for each protein. The total spectral count and total unique peptide count is listed below. Additional results from the IP-MS experiment are shown in Additional file 2: Table S1

### Synthetic tethering of protein enzymatic activity to the *SOC1* mRNA

We next aimed to determine if proteins (and their enzymatic functions) could be artificially tethered to the *SOC1* mRNA using FLAG-BD. As a proof-of-principle, we generated a translational fusion of the Arabidopsis CAF1a deadenylase protein to the C-terminal end of FLAG-BD, generating the ‘BD + D’ protein (Fig. 4A). The CAF1a protein removes consecutive adenosine ribonucleotides from mRNA poly(A) tails [19], leading to RNA decay. Consequently, we predicted a destabilization of the *SOC1* mRNA and reduced protein production upon BD + D recruitment. We observed the late flowering phenotype that corresponds to the predicted decreased levels of SOC1 for 12% of second (T2) and third (T3) generation plants, while sibling plants that did not inherit the BD + D transgene do not display this phenotype (Fig. 4B). The incomplete penetrance of the late flowering phenotype in BD + D plants may be due to the reduced expression of the 35S: BD + D transgene compared to 35S: FLAG-BD (Additional file 1: Figure S3).

**Fig. 4:**
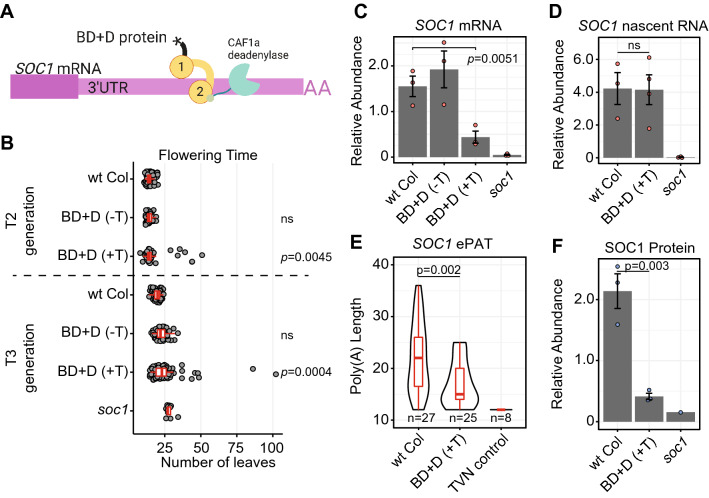
Proof-of-principle tethering of an RNA decay enzyme function to the *SOC1* mRNA. **A** Translational fusion between FLAG-BD and the CAF1a deadenylase protein generates the BD + D protein. **B **Flowering time of BD + D plants two (T2) and three (T3) generations after transformation. + T plants inherited the BD + D transgene, -T plants are siblings that did not inherit the transgene. Box plots and statistics are the same as in Fig. 2A. **C** qRT-PCR of *SOC1* polyadenylated mRNA. Three biological replicates of each genotype are shown as red points. Bar height, error bars and statistics are the same as Fig. 2B. **D** qRT-PCR of *SOC1* nascent transcripts (unspliced and not polyadenylated). Three or more biological replicates of each genotype are shown as red points. Bar height, error bars and statistics are the same as Fig. 2B. **E** ePAT assay to determine the poly(A) tail length of the *SOC1* mRNA. n = the number of clones Sanger sequenced. TVN is a control where the reverse transcription primer is anchored at the most 3’ nucleotide before the poly(A) tail begins. Box plot organization is the same as Fig. 2A. P-value is calculated by using an unpaired t-test with Welch’s correction. **F** Quantification of SOC1 protein accumulation in the BD + D line. Individual biological replicates are down as blue points. Bar height, error bars and statistics are the same as Fig. 2B

We next aimed to determine if the BD + D fusion protein was acting directly on the *SOC1* mRNA. In late flowering T2 BD + D plants, we detected the predicted decrease in *SOC1* mRNA levels (Fig. 4C). This reduction is purely post-transcriptional, as the level of nascent unspliced *SOC1* RNA is not altered (Fig. 4D). For these same late flowering BD + D plants, *SOC1* poly(A) tail length was directly assayed by ePAT [16] and Sanger sequencing of polyA tail products. We found that late flowering BD + D plants have a shorter distribution of *SOC1* mRNA poly(A) tail lengths compared to *SOC1* mRNAs in wt Col (Fig. 4E). As expected, the reduced level of *SOC1* mRNA and shorter poly(A) tail length corresponds to a decrease in SOC1 protein level (Fig. 4F, Additional file 1: Figure S4). Together, these data demonstrate that by using the BRN1 BD, a protein can be synthetically tethered to the endogenous *SOC1* mRNA, subject this mRNA to the protein’s enzymatic activity, and is sufficient to enhance the sorting of this RNA into the RNA decay pathway.

### Artificial protein tethering to an RNA can be used to increase protein production

In Fig. 4 we targeted a reduction in *SOC1* mRNA levels, however, the programmed destruction of RNA (knockdown) can also be accomplished by transforming a plant with an artificial microRNA or siRNA-generating construct [4, 26]. In contrast to targeting RNA decay and degradation, increasing RNA translation and protein production is not easily programmed. Therefore, we aimed to tether a protein that would enhance mRNA translation and result in higher SOC1 protein level. Similar to the BD + D fusion protein, we generated a fusion between FLAG-BD and RPS6, a conserved protein of the 40S ribosomal subunit that enhances translation in *Arabidopsis* (generating ‘BD + R’) (Fig. 5A) [7]. In addition, because of the poor expression of the BD + D transgene and corresponding low penetrance of the BD + D late flowering phenotype (Fig. 4B, Additional file 1: Figure S3), we switched the promoter driving expression of BD from the viral 35S to the constitutive endogenous AtUBQ10 promoter for subsequent transgenes (see Methods). We found that the BD + R construct conferred the expected early flowering phenotype in 55% of T2 plants compared to either wt Col plants or siblings that did not inherit the transgene (Fig. 5B, C). These early-flowering plants display the expected higher accumulation of SOC1 protein (Fig. 5D, E). This increase in SOC1 protein in BD + R lines was determined to be the result of post-transcriptional and/or translational-level mechanisms, as the level of *SOC1* mRNA is only slightly higher (but not statistically significant, Fig. 5F) and unspliced nascent RNA is unaltered compared to wt Col (Fig. 5G). We conclude that protein fusions to the BRN1 BD result in the successful artificial tethering of enzymatic functions to the *SOC1* mRNA, and can be used to either increase or decrease SOC1 protein levels.

**Fig. 5:**
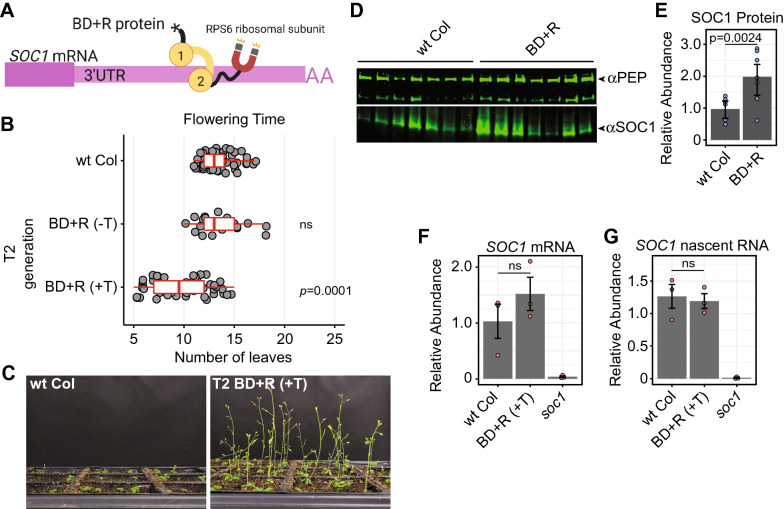
Tethering of a ribosomal protein translation factor to the *SOC1* mRNA boosts protein production. **A** Translational fusion between FLAG-BD and the RPS6 ribosomal protein generates the BD + R protein. **B** Flowering time of T2 BD + R plants grown side-by-side with wt Col. + T plants inherited the BD + R transgene, -T plants are siblings that did not inherit the transgene. **C** Representative images of T2 BD + R (+ T) plants grown side-by-side with wt Col taken 24 days after germination. **D** Western blot of SOC1 protein accumulation in seven biological replicates of early-flowering plants of the BD + R line compared to wt Col. PEP is an unrelated protein used as a loading control. **E** Quantification of SOC1 protein accumulation in the BD + R line from part (**D**). Individual biological replicates are shown as blue points. Bar height, error bars and statistics are the same as Fig. 2B. **F** qRT-PCR of *SOC1* polyadenylated mRNA. Three biological replicates of each genotype are shown as red points. Bar height, error bars and statistics are the same as Fig. 2B. **G** qRT-PCR of *SOC1* nascent transcripts (unspliced and not polyadenylated). Three biological replicates of each genotype are shown as red points. Bar height, error bars and statistics are the same as Fig. 2B

## Discussion

We have generated a synthetic protein-RNA tethering system that functions in vivo on an endogenous RNA, which can be monitored by the flowering time quantitative phenotype. We successfully and reproducibly tethered proteins to the *SOC1* mRNA, and in each instance demonstrated the utility of the fused protein. Importantly, this system was capable of sorting the *SOC1* mRNA into different fates, with CAF1a tethering leading to RNA decay and RPS6 tethering leading to enhanced translation. These proof-of-concept experiments prove that it is possible to synthetically tether a protein and enzymatic activity of the user’s interest to the *SOC1* mRNA. This system can be used to dissect the molecular function of RNA-interacting proteins, using *SOC1* as an endogenous reporter mRNA. To aid in the fusion of any protein of interest to FLAG-BD, we generated an AtUBQ10: FLAG-BD vector with a multiple cloning site to facilitate the insertion of the user’s protein of interest (Additional file 1: Figure S5D). We have made the sequences, plasmids and seed stocks of this protein-RNA tethering system available to the community (see Availability of data and materials).

Although the BRN1 BD—*SOC1* mRNA tethering system overcomes a key limitation of previous protein-RNA tethering systems in plants (triggering of PTGS), there are four limitations of this system. First, there is the complicating factor of the natural biology of the endogenous BRN1 protein. The endogenous BRN1 protein likely naturally binds more than one mRNA, and we find evidence of this promiscuity in our RIP data (Additional file 1: Figure S1). Therefore, in experiments such as our IP-MS (Fig. 3), we cannot be certain that the new proteins identified interact specifically with the *SOC1* mRNA. In the future, performing IP-MS with FLAG-BD in both wild-type and the *soc1* mutant plants would resolve this specificity issue. Second, the endogenous BRN1 protein likely competes with FLAG-BD for the 7-nt binding site in the *SOC1* 3'UTR. We see evidence of this competition in Fig. 2C, D when the levels of SOC1 protein are slightly elevated in FLAG-BD plants. In wt Col plants the normal binding of BRN1 to the *SOC1* 3'UTR results in translation repression [18], and this repression may be blocked by FLAG-BD occupying the binding site in *SOC1*. If this blocking occurs, it is not enough to generate a statistically significant change in protein levels (Fig. 2D) nor a phenotypic change in flowering time (Fig. 2A). If this blocking of the BRN1 binding site is a problem in the future, this could be overcome by performing FLAG-BD experiments without competition from the endogenous BRN1 protein in a *brn1* mutant background, although these plants would be expected to flower early (Fig. 2A). Third, we cannot be certain that the proteins annotated as ‘RNA-binding’ from our IP Mass Spectrometry experiment in Fig. 3 are actually binding an RNA. The ‘BD’ RNA-binding domain of the BRN1 protein may preclude the necessity or function of the RNA-binding domain located on the protein-of-interest when it is translationally fused with BD. We have not tested if adding BD interferes with RNA-binding domains of the fused protein-of-interest. In cases such as the identification of new proteins that interact with the BD-RNA binding module (Fig. 3), the specific RNA-binding of proteins should be individually validated by other methods. Fourth, in its current form, the FLAG-BD system cannot be used to investigate any RNA, but rather only the *SOC1* RNA and others that FLAG-BD binds. However, in the future this system could be used to change the fate of any exogenous transcript, including sorting into decay or increasing translation, by moving the *SOC1* 3’UTR or BRN1 binding site to a transgenic RNA.

## Methods

### Plant growth, propagation and collection

*Arabidopsis thaliana* plants of the *Columbia* (Col) ecotype were grown at 22°C on Pro-Mix FPX soil in Conviron MTPS-120 growth chambers in long days (16 h light / 8 h dark) with 200 µmol/m^2^/s light. Mutant alleles have been described previously and are shown in Additional file 3: Table S2. Transgenic lines were transformed by the Agrobacterium-mediated floral dip method and subsequently selected with Basta herbicide. For the production of T2 and T3 generations, T1 plants were pooled and self-fertilized without selection for flowering time phenotype. Leaf tissue was collected at the time of the opening of the first flower and was used for all experiments. Biological replicates are non-overlapping pools of individuals.

### Transgene production

The FLAG-BD and BD + D transgenes were synthesized by Integrated DNA Technologies (IDT) and cloned into pEarleyGate100 [9] using the restriction enzymes *Xho*I and *Xba*I. Maps of the plasmids and sequences are shown in Additional file 1: Figure S5.

To swap the 35S and AtUBQ10 promoters, the AtUBQ10 (AT4G05320) promoter + 5’UTR sequence from pICSL12015 [6] was directly amplified from wt Col genomic DNA using primers in Additional file 3: Table S2 that contain an additional sequence for In-Fusion Cloning (Takara). pDCG006 (Additional file 1: Figure S2) was digested with *BstB*I and *Xho*I to remove 35S, gel purified and In-Fusion recombined with the AtUBQ10 amplicon.

To facilitate protein fusions to FLAG-BD, we synthesized the "5’BD" cloning vector containing an ATG codon + 1X FLAG-epitope tagged minimal BRN1 protein + flexible linker sequence (no Stop codon) via IDT, leaving the MCS that originated in pEarleyGate100 intact for future cloning of proteins to be tethered. The resulting AtUBQ10:ATG-FLAG-BD-linker-MCS plasmid is called pDCG019 (map and sequence in Additional file 1: Figure S5D).

To generate the BD + R transgene, *RPS6* (AT4G31700) was amplified from wt Col genomic DNA using primers displayed in Additional file 3: Table S2, and In-Fusion cloned into pDCG019 digested with *Bam*HI and *Avr*II (map and sequence in Additional file 1: Figure S5C).

### Flowering time analysis

Flowering time was scored by counting the total number of rosette and cauline leaves of each plant at the time the first flower opened, as in [11]. Data for wt Col was collected repeatedly as it was grown side-by-side with the transgenic lines. Data was analyzed using *Rstudio* and plotted with *ggplot2*. P-value was calculated by using unpaired t-test.

### Western blotting

Leaf tissue was grounded in liquid nitrogen and thawed in lysis buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 1% NP-40 (IGEPAL), 0.5 mM DTT, 1 mM PMSF, 1% Plant PIC (GoldBio protease inhibitor cocktail)) and homogenized for 15 min at 4°C. Lysates were clarified by centrifuging for 15 min at 4°C. Clarified lysates were reduced and denatured by boiling in 2X loading buffer at 95°C for 5 min, and then loaded onto 4%-20% gradient Tris–Glycine gels (BioRad). Proteins were separated at 200 V for 1 h. Protein was transferred from the gel to a PVDF membrane (Immobilon-FL, MilliporeSigma) using the BioRad semi-dry transblot for 35 min. Membranes were blocked for 1 h at room temperature in Odyssey/Intercept blocking buffer (LI-COR). Primary antibodies, which include anti-SOC1 (Agrisera), anti-PEP (Rockland), and anti-FLAG (Sigma Aldrich), were all diluted 1:2000 in Odyssey blocking buffer and incubated with blots overnight. The membranes were washed 5 times at room temperature with 1X PBS-T. The IR-800 Anti-rabbit secondary antibody (LI-COR) was diluted 1:5000 and incubated with membranes for 1 h. Membranes were washed 5 times at room temperature with 1X PBS-T, and then additional 2 times with 1X PBS. Blots were visualized using the Azure Sapphire Biomolecular Imager with exposure times ranging from 5 s to 5 min. Full images of un-cropped Western blots from all figures are shown in Additional file 1: Figure S6.

### Protein quantification

Digital images of Western blots were analyzed with *ImageJ* for relative pixel intensities. Non-specific background noise was subtracted from raw values. SOC1 protein quantification was calculated by the ratio of SOC1/PEP values. Biological replicates were averaged and the standard deviation was calculated using *Rstudio*. Significance was calculated with unpaired t-test with Welch’s correction.

### RNA immunoprecipitation

Before RNA-IP, 50 µl/IP of Dynabeads Protein G (Invitrogen) were washed in 1X PBS + 0.1% Tween, followed by incubation with 1 µg/IP FLAG antibody (Sigma) at room temperature for 90 min with rotation. For each sample, 0.5 g leaf tissue was crosslinked in formaldehyde and ground in liquid nitrogen. Proteins were extracted using 50 mM Tris–HCl pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 1% NP-40 (IGEPAL), 0.5 mM DTT, 1 mM PMSF, 1% Plant PIC (GoldBio protease inhibitor cocktail). Lysates were pre-cleared with Dynabeads Protein G (Invitrogen) with rotation for 20 min at room temperature. Pre-cleared lysates were then incubated with the prepared IP beads for 90 min at 4°C with rotation. Beads were washed 3X in the washing buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 0.5 mM DTT). After the final wash, 1 mL Trizol LS (Invitrogen) per sample was added, reverse crosslinking was performed at 55°C for 5 min and RNA was extracted following the manufacturer’s protocol.

### Immunoprecipitation and mass spectrometry

Leaf tissue was crosslinked in 1% formaldehyde under vacuum for 3 min for a total of 5 times. Crosslinking was stopped by the addition of 200 mM glycine, then washed in water 5 times. Leaf tissue was ground to fine powder in liquid nitrogen using mortar and pestle. The powder was suspended in lysis buffer (20 mM Tris–HCl, pH 7.5, 5 mM MgCl2, 300 mM NaCl, 10% glycerol, 0.5 mM DTT, 1 mM PMSF, 0.1% IGEPAL, and 1% plant protease inhibitor (GoldBio)), then centrifuged for 10 min at 14,000 rpm at 4˚C. The supernatant was incubated with 50 µl of FLAG M2 magnetic beads (Sigma) at 4˚C for 3 h. The beads were then washed three times in cold TBS. The FLAG-IP was eluted twice with 50 µl of 0.1 M pH2.5 glycine and neutralized with 0.5 M Tris, 1.5 M NaCl pH8.0 solution.

FLAG-IP elutions were reduced (10 mM TCEP) and alkylated (25 mM Iodoacetamide) followed by digestion with Trypsin at 37°C overnight. The digest was acidified with 1%TFA before being cleaned-up with C18 tip. The extracted peptides were dried down and each sample was resuspended in 10 μL 5% ACN/0.1% FA. 5 μL was analyzed by LC–MS with a Dionex RSLCnano HPLC coupled to an Orbitrap Fusion Lumos (Thermo Scientific) mass spectrometer using a 2 h gradient. Peptides were resolved using 75 μm × 50 cm PepMap C18 column (Thermo Scientific).

All MS/MS samples were analyzed using *Mascot* (Matrix Science, London, UK; version 2.5.1.0). *Mascot* was set up to search against the provided sequences and the TAIR10 database. The digestion enzyme was set as trypsin. *Mascot* searched with a fragment ion mass tolerance of 0.60 Da and a parent ion tolerance of 10 ppm. Oxidation of methionine, carbamidomethylation of cysteine, and acetylation of N-terminal of protein were specified in *Mascot* as variable modifications.

*Scaffold* (4.8.2 Proteome Software Inc.) was used to validate MS/MS based peptide and protein identifications. Peptide identifications were accepted if they could be established under 1% FDR by the Peptide Prophet algorithm [17] with Scaffold delta-mass correction. Protein identifications were accepted if they could be established at greater than 99.0% probability and contained at least 2 identified peptides. Protein probabilities were assigned by the Protein Prophet algorithm [22]. Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony. Proteins sharing significant peptide evidence were grouped into clusters. Annotation of the proteins as RNA-binding, linked to RNA or not linked to RNA are from [3].

### RNA isolation

RNA was isolated using Trizol Reagent (Invitrogen) and RNA for RIP analysis was isolated using Trizol LS (Invitrogen) according to manufacturer instructions.

### Quantitative RT-PCR

5 µg of total RNA or the entire RIP RNA sample was DNase-treated using the Turbo DNA-free kit (Invitrogen). First-strand of cDNA synthesis, including the RIP RNA sample, was performed using an oligo-d(T) primer and Superscript IV reverse transcriptase (Invitrogen). For the detection of nascent RNAs, random hexamer primers were used for reverse transcription and one primer site is located in an intron. Primer sequences are shown in Additional file 3: Table S2. P-value was calculated using unpaired t-tests using Welch’s correction.

### Poly(A) tail length determination

The length of the poly(A) tail was determined by ePAT assay, performed as in [16]. Briefly, DNase-treated RNA was ligated to the ePAT anchor primer in Superscript III buffer supplemented with RNase Out (Invitrogen) and 5U Klenow Polymerase (New England Biolabs). 200U of Superscript III (Invitrogen) was added, and the solution was reverse transcribed at 55°C for 1 h. The cDNA was diluted 1:6 by adding 120 µl Elution Buffer. For the ePAT TVN control reaction, instead of ePAT anchor primer, the ePAT control primer was used. For PCR amplification of cDNA, primary PCR was performed with *SOC1* 3’UTR II Forward primer and ePAT anchor primer. For the ePAT TVN control sample, the ePAT control primer was used in place of the ePAT anchor primer. A nested PCR was performed by diluting the primary PCR 1:100 and repeating the PCR with the primer *SOC1* 3’UTR III Forward and the ePAT anchor primer. Amplicons were run on a 2% high resolution agarose gel and purified. Purified amplicons were TOPO TA cloned into pCR4-TOPO (Life Technologies) and transformed into *E. coli*. Plasmids from individual *E. coli* colonies were Sanger sequenced (Eton BioScience) and poly(A) tail length was analyzed in *Rstudio*. Primer sequences are shown in Additional file 3: Table S2. P-value was calculated using unpaired t-tests using Welch’s correction.

### Small RNA sequencing and analysis

100 µg of total RNA was enriched for small RNAs using the miRVana miRNA isolation kit (Life Technologies). 1 µg of enriched small RNA was used for library preparation with the TruSeq Small RNA Library Preparation Kit (Illumina). Multiplexed libraries were sequenced on an Illumina HiSeq 3000 at the Genome Technology Access Center in Washington University.

After sequencing, adapters were trimmed from raw sequences using fastx toolkit, t/rRNAs were removed and small RNAs were filtered to the 18–28 nt size range using *UEA small RNA Workbench* tool [30] and the small RNAs processed and normalized as described previously [23]. 

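Each deposited list gives distinct sequences, the shortest of 18 nt and the longest of 28 nt, with 396676 and 274656 sequences in FLAG-BD A and B and 457880 and 326772 in wt Col A and B. In every library at least 99.9997% of the RPM values are whole multiples of the value of 1 read, which is 0.184 and 0.225 RPM in FLAG-BD A and B and 0.194 and 0.185 RPM in wt Col A and B. The values of a library sum to between 228888 and 319548 RPM, so the listed reads are 31.4 and 24.3% of the totals behind the RPM in FLAG-BD A and B and 32.0 and 22.9% in wt Col A and B. The share of the listed reads with a length of 21–22 nt was 36.2% ± 5.03 (SD, n = 2) in FLAG-BD and 29.3% ± 0.290 (SD, n = 2) in wt Col. The 24 nt reads made up 29.7% ± 0.366 (SD, n = 2) in FLAG-BD and 37.2% ± 3.94 (SD, n = 2) in wt Col. Both FLAG-BD libraries lay above both wt Col libraries for the 21–22 nt share and below them for the 24 nt share, which 2 libraries against 2 cannot tell from chance (exact permutation test, 2-sided, p = 0.333 for each). Counted over distinct sequences, which moved these differences most, the 21–22 nt share was 1.34 percentage points higher in FLAG-BD and the difference in the 24 nt share was -3.74 percentage points. Without the reads of BRN1 and the reads outside the genome, a setting chosen after seeing the data, the differences were 3.36 and -6.26 percentage points.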

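The deposited lists carry no genome positions, so the sequences were placed on TAIR10.1 with bwa. Of the 1047138 distinct sequences in the 4 libraries, 99.4% matched the nuclear or organelle genome with at most 1 mismatch and 6483 did not. The reads with a match were 95.7 and 95.8% of the listed reads in FLAG-BD A and B and 99.98% in each wt Col library. Reads without a match numbered 73288 and 45806 in FLAG-BD A and B and 346 and 288 in wt Col A and B. Among them, 5070 and 1777 reads in FLAG-BD A and B matched the OCS terminator of the plasmid (Additional file 1: Figure S5), against 1 and 0 in wt Col A and B. Reads with more than 50 best places were not assigned to any gene, which left out 12752 and 6980 reads in FLAG-BD A and B and 20604 and 10996 in wt Col A and B. Dividing a read among its places by the density of reads in windows of 50 nt is a deterministic form of the guide for multi-mapped reads that the paper names.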

Small RNAs were mapped to the Arabidopsis TAIR10 genome using *Shortstack* [27] with default parameters except using the fractional-seeded guide approach for multi-mapped reads (–mmap f). *Rstudio* and *ggplot2* were used to generate siRNA graphs.

## Supplementary Information

**Additional file 1:** **Figure S1.** FLAG-BD interacts with other mRNAs in addition to *SOC1*. Extended analysis of the experiment from Figure 1C for three additional mRNAs that have the identical 7-nt BRN1 binding site sequence. Each biological replicate is shown as a point. The bar represents the average and error bars represent the standard deviation between three biological replicates. **Figure S2. **IP control gels performed before Mass Spectrometry. (A) Coomassie blue stained SDS-PAGE gels of the mock-IP (left) and four biological replicates (R1-R4) of the FLAG-IP (right). IN = input protein sample, FT = flow through sample that did not interact with the beads or FLAG antibody. (B) Western blot of the samples in part 'A'. The PEPC protein is not detected in the mock-IP or FLAG-IPs (top). The FLAG-BD protein is detected in the FLAG-IPs but not mock-IP (bottom). Arrowheads denote the expected size of the proteins detected. **Figure S3. **Reduced expression of the BD+D transgene. qRT-PCR of the relative mRNA accumulation of the FLAG-BD and BD+D transgenes. AT2G20610 is a constitutively-expressed control gene. At least three biological replicates for each genotype were used (shown as points), the height of the bar represents their average and the error bars represent the standard deviation. The transgene structure and position of the RT-PCR primers is shown above. **Figure S4. **SOC1 protein accumulation in BD+D plants. Western blot displaying SOC1 protein levels with the BD+D transgene. The three wt Col and BD+D samples are biological replicates. PEP is an unrelated protein used as a loading control. Arrowheads mark the predicted size of the protein detected. Quantification of this Western blot is shown in Figure 4F. **Figure S5.** Plasmid maps and sequences. Vector maps and annotated plasmid sequences of (A) FLAG-BD, (B) BD+D, (C) BD+R and (D) a vector with multiple cloning site (MCS) to fuse any protein to AtUBQ10:FLAG-BD. **Figure S6. **Full Western blots from other figures. The full un-cropped Western blot images from Figures 1B, 2C, 5D and S4.

**Additional file 2:** **Table S1. **Mass Spectrometry data of the 20 proteins identified in at least two biological replicates.

**Additional file 3:** **Table S2. **Primer sequences and alleles used in this study.

## Data Availability

Raw Illumina small RNA sequencing data from Fig. 2 produced for and analyzed in this study is available from NCBI GEO as GSE182403. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD031072 and 10.6019/PXD031072. Plasmid sequences are available in Additional file 1: Figure S5. Plasmids can be ordered without restriction from the corresponding author or Arabidopsis Biological Resource Center (stocks CD3-2286 to CD3-2289). Arabidopsis seeds of the lines described in this study are available without restriction from the corresponding author or Arabidopsis Biological Resource Center (stocks CS72796-CS72798).

# Supplementary material for: A plant tethering system for the functional study of protein-RNA interactions in vivo
**Source:** Plant Methods. 2022 Jun 4;18:75. doi: 10.1186/s13007-022-00907-w

# Supplemental Figure 1

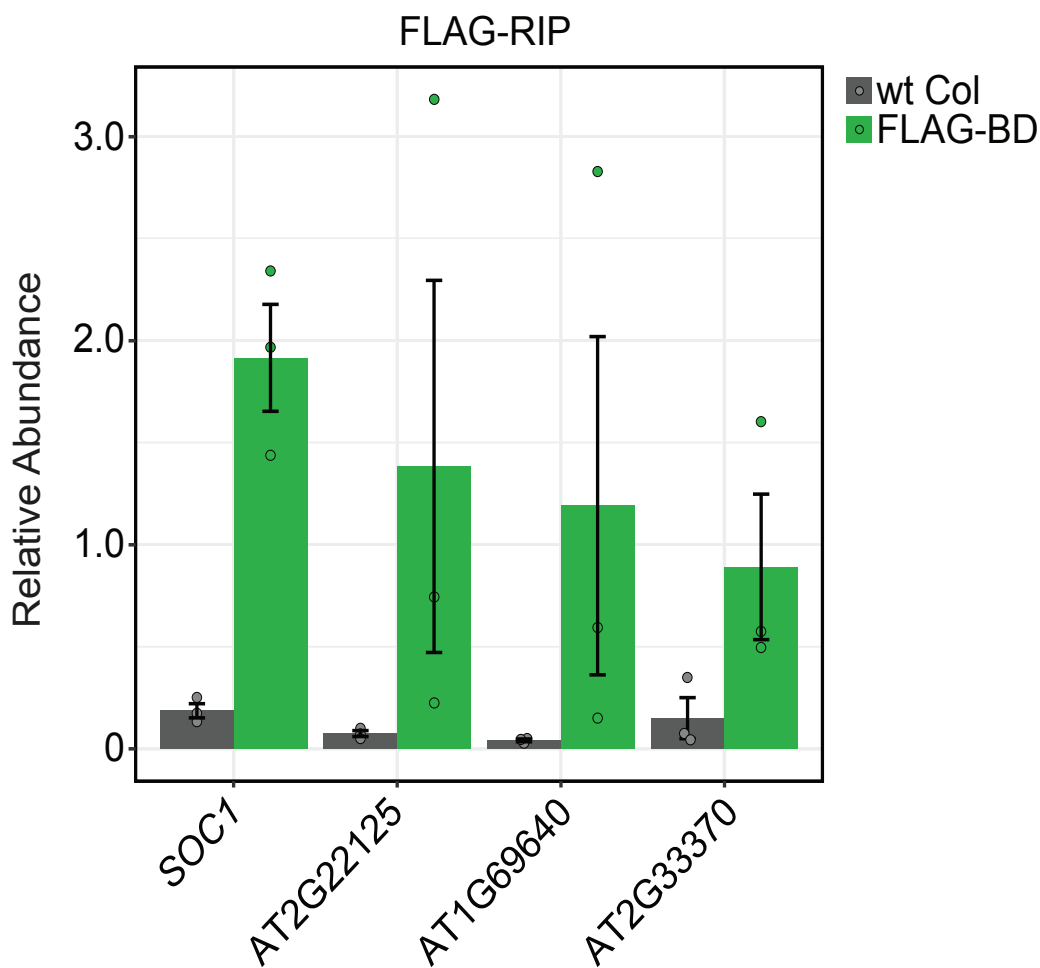

# Supplemental Figure 2

A

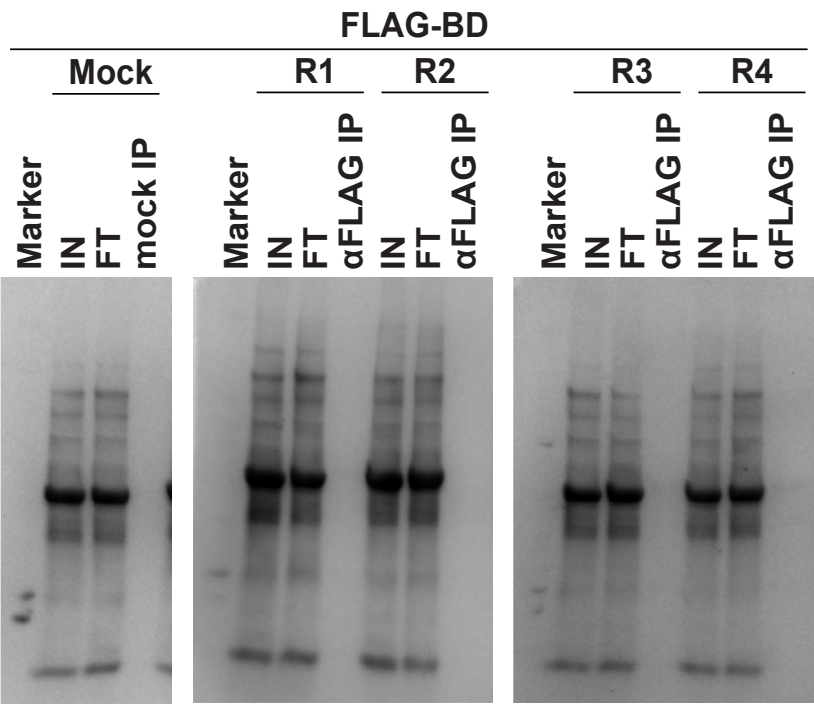

B

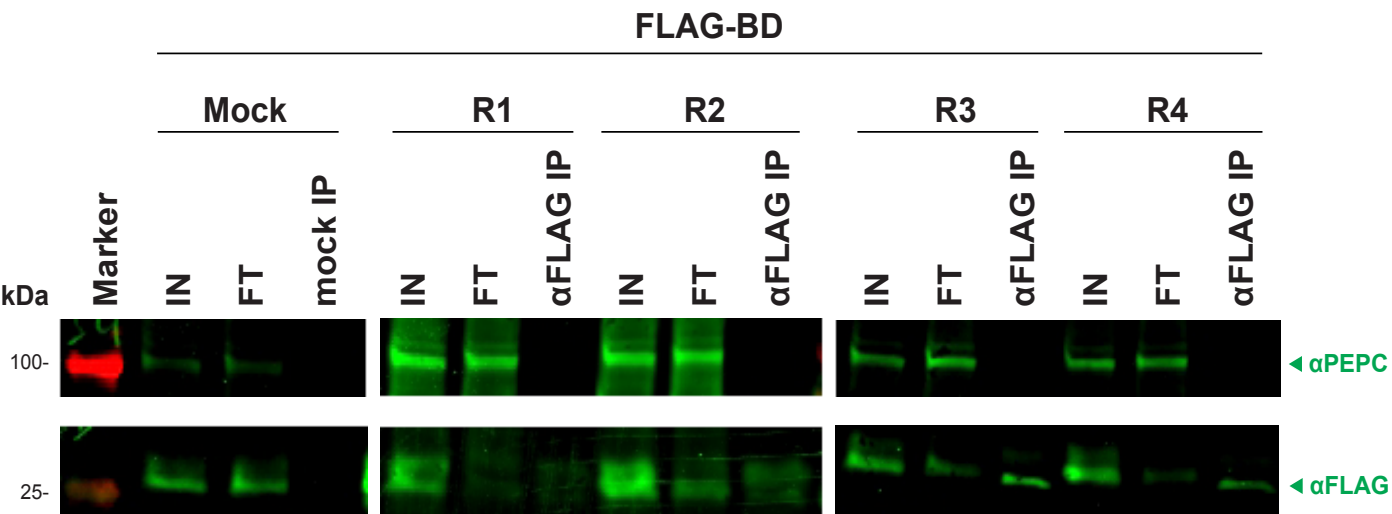

## Supplemental Figure 3

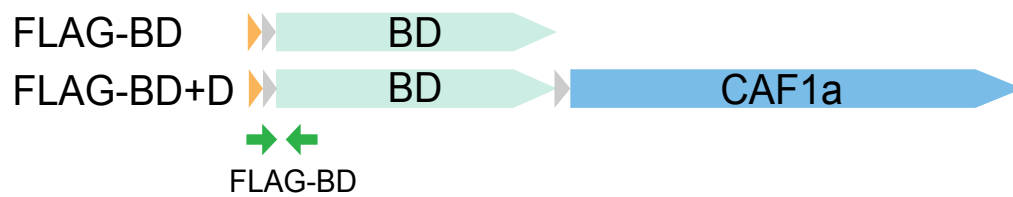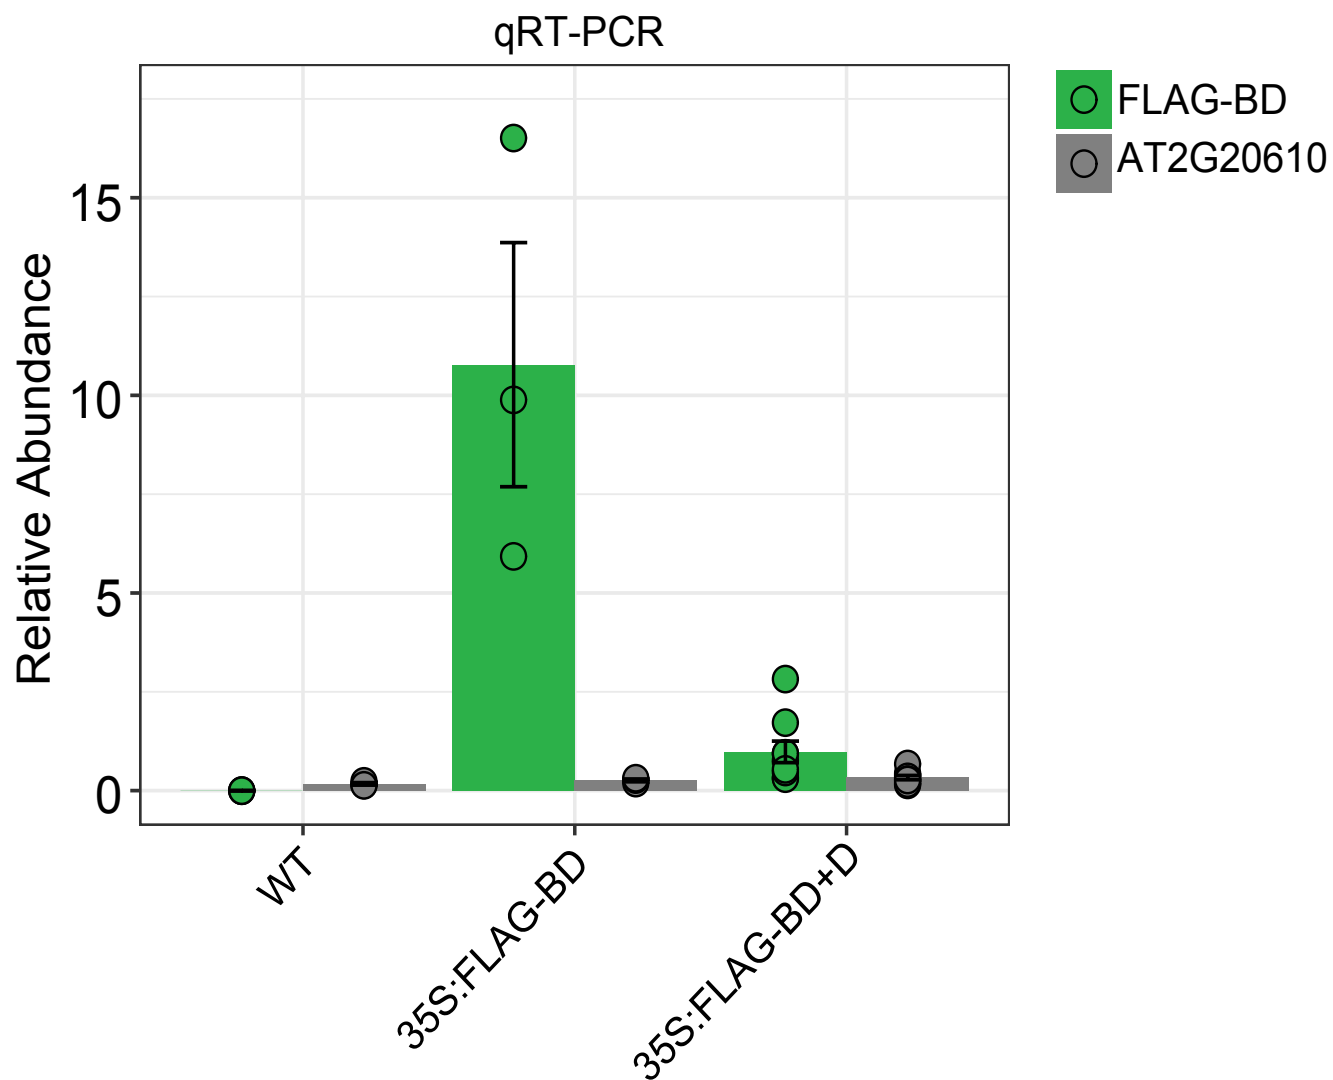

Supplemental Figure 4

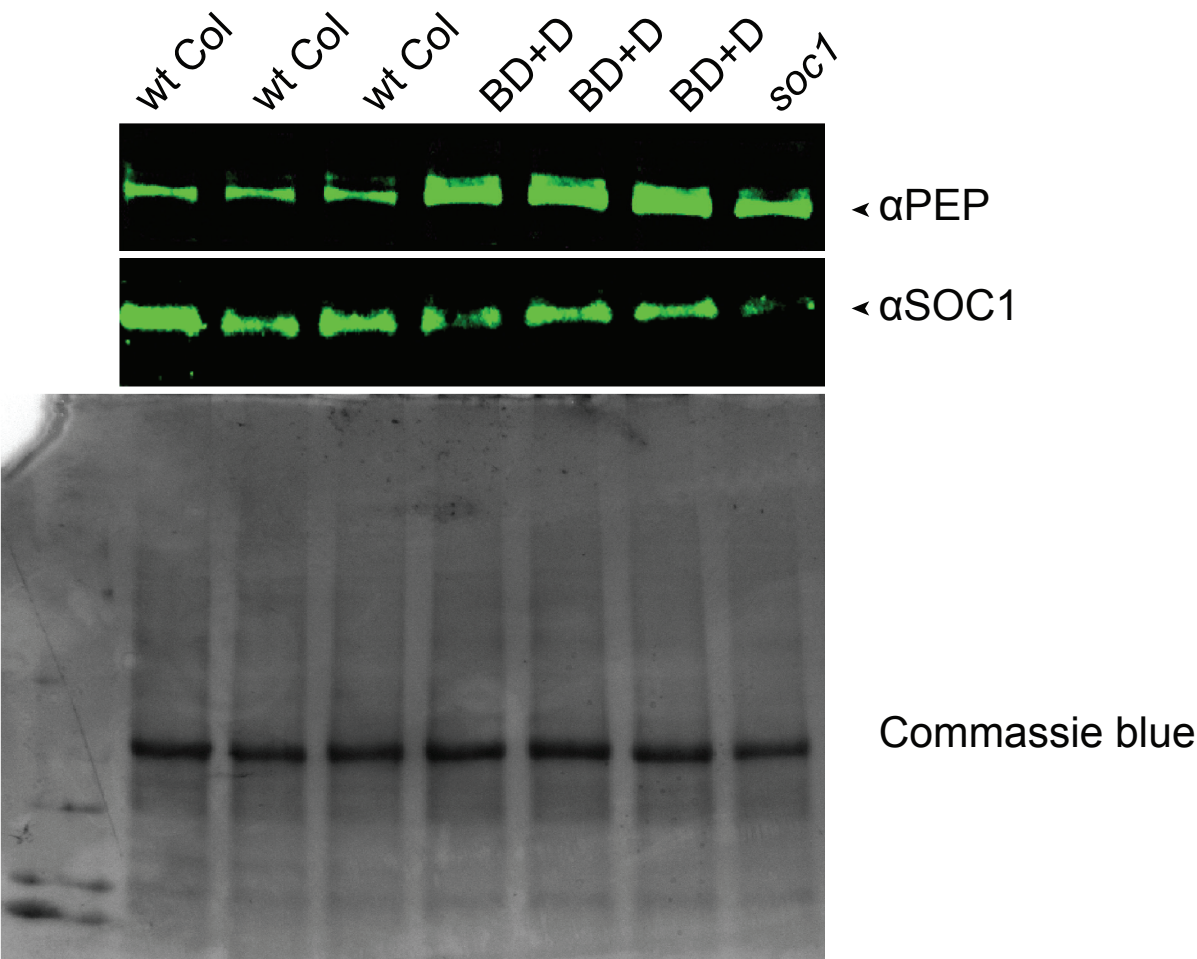

**(B) BD+D**

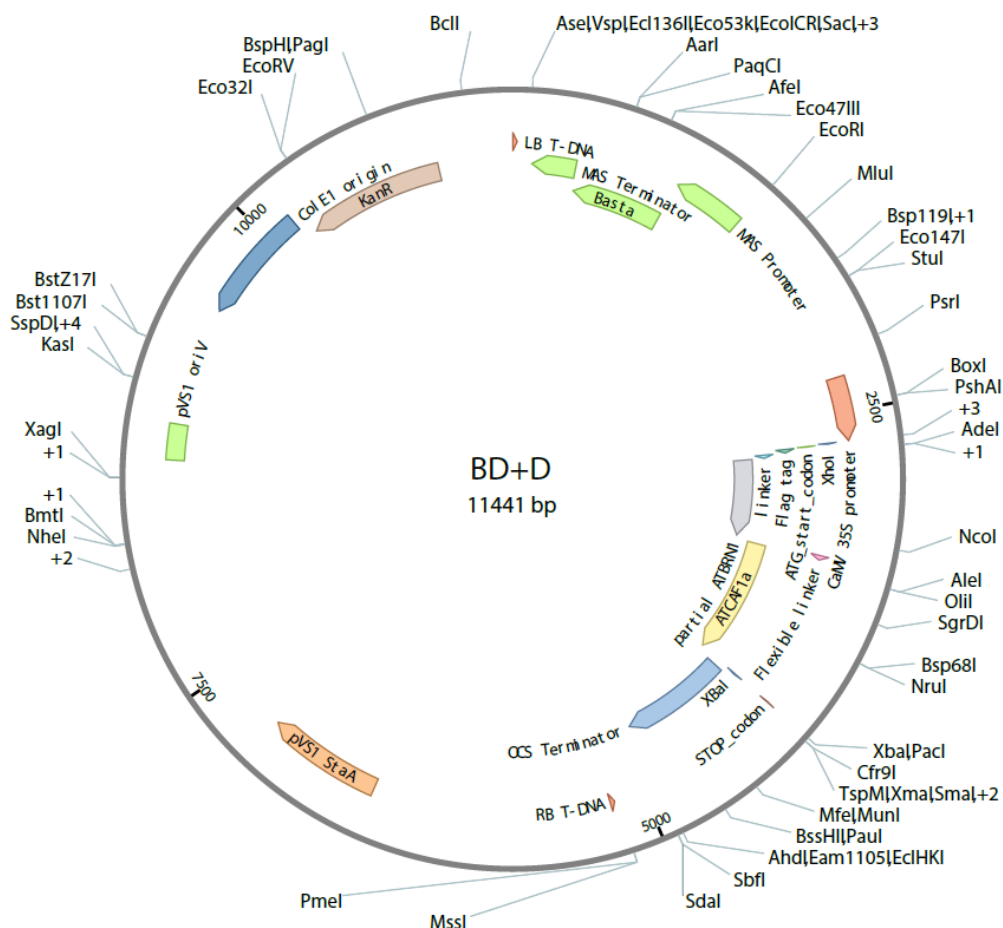

> Flag BD+D DNA sequence

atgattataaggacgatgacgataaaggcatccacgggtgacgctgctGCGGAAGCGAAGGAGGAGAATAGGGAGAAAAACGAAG  
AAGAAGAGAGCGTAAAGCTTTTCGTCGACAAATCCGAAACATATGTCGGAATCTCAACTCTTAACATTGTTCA  
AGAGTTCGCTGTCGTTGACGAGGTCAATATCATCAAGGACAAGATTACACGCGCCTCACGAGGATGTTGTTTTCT  
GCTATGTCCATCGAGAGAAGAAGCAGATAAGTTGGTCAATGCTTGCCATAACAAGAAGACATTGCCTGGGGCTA  
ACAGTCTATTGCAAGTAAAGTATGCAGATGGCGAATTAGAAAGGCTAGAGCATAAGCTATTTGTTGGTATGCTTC  
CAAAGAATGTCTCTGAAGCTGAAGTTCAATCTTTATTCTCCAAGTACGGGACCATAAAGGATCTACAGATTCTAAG  
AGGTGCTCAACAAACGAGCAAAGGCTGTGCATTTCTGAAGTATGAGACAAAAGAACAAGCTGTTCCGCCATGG  
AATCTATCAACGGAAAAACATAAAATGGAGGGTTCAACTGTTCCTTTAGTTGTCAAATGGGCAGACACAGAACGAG  
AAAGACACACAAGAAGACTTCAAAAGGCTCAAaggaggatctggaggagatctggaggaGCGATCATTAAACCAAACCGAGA  
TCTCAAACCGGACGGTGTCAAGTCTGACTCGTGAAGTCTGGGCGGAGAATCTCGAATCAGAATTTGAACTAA  
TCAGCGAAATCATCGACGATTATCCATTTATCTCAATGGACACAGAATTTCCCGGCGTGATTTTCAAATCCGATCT  
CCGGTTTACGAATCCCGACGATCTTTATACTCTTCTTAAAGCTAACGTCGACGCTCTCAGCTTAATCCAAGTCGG  
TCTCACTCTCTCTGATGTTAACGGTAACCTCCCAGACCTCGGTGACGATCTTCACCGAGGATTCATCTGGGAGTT  
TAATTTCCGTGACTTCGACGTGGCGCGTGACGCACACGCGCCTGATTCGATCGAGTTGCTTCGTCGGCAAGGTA  
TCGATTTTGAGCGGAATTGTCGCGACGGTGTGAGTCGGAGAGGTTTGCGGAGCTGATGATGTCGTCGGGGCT  
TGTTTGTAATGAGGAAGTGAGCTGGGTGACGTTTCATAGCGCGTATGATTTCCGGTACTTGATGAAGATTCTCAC  
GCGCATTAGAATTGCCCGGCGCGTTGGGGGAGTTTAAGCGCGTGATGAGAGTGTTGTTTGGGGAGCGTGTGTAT  
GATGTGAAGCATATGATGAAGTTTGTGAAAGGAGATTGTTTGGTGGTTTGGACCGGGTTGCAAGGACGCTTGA

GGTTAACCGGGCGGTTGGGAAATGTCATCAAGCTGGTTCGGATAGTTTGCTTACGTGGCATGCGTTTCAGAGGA  
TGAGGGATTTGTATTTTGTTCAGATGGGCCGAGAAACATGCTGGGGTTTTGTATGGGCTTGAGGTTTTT TAA

>Flag BD+Deadenylase amino acid sequence

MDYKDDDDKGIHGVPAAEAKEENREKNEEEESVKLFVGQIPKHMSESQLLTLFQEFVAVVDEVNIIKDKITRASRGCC  
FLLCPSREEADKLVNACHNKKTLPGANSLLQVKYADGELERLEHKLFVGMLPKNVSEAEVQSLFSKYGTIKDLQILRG  
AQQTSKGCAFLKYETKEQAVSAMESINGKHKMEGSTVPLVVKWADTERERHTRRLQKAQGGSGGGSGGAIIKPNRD  
LKP DGVTVV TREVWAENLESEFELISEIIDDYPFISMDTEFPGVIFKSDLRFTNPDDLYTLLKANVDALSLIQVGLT LSDV  
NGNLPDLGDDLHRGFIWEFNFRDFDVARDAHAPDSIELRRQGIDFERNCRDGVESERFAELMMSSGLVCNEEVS  
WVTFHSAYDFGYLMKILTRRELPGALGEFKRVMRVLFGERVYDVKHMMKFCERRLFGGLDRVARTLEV NRAVGKCHQ  
AGSDSLLTWHA FQRM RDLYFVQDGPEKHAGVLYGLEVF

ATG FLAG Linker 1 BD Flexible Linker 2 AtCAF1a - (AT3G44260) mRNA deadenylase protein  
STOP

### (C) BD +R

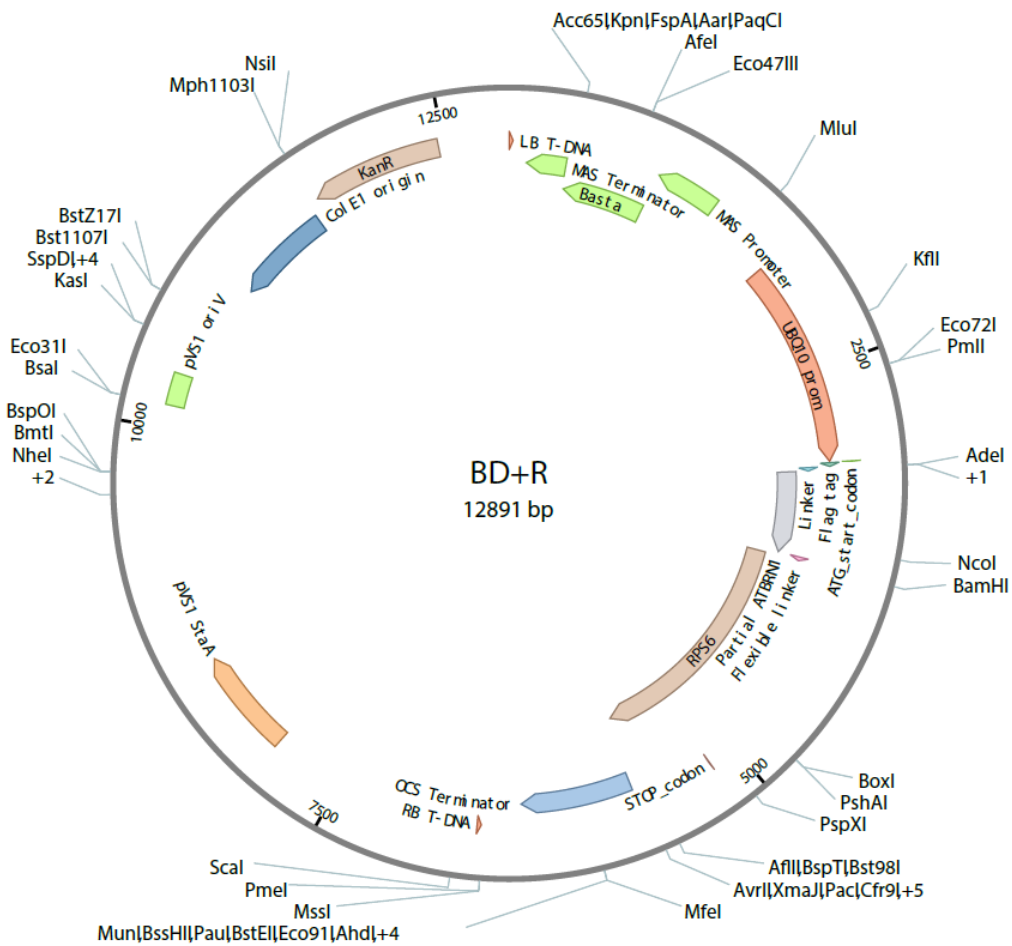

### >Flag BD-RPS6 DNA Sequence

```
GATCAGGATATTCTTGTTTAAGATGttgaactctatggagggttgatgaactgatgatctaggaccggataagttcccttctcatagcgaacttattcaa
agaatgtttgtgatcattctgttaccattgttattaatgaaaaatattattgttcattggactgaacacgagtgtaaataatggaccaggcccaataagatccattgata
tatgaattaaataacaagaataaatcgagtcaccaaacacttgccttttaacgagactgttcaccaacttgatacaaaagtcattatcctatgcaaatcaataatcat
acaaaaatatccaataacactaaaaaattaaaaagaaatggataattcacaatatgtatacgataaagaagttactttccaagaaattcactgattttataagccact
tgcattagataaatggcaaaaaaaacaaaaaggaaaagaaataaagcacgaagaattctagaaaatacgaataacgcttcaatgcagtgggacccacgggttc
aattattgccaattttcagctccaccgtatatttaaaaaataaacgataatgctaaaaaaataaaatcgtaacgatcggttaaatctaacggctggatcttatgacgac
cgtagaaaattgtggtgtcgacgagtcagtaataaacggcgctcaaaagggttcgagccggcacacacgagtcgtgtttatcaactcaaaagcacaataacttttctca
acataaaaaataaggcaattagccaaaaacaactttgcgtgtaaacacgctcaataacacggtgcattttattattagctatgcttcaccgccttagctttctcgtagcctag
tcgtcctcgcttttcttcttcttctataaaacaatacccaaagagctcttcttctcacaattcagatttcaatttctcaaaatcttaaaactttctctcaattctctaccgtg
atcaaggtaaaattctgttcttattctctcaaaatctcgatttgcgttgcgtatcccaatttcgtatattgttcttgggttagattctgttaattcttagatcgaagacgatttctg
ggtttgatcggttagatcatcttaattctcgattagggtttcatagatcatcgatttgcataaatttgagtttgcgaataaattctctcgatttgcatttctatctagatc
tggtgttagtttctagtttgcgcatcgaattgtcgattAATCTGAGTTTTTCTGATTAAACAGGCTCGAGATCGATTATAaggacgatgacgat
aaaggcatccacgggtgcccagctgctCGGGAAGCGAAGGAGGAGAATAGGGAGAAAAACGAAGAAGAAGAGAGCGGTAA
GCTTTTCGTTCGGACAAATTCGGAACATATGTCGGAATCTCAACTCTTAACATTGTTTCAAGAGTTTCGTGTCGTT
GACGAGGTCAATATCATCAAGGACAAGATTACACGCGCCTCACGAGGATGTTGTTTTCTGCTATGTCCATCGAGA
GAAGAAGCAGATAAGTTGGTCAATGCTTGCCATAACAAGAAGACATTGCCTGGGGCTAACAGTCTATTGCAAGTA
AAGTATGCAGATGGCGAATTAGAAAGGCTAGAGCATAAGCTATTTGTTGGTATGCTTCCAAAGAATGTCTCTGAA
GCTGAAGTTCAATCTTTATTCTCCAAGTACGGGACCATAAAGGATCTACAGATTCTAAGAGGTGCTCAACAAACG
```

UBQ10 promoter ATG FLAG Linker 1 BDFlexible Linker 2 Genomic *RPS6*  
(AT4G31700) STOP OCS terminator

(D) 5'BD - Flag BD MCS vector (UBQ10-ATG-Flag BD-MCS-OCS)

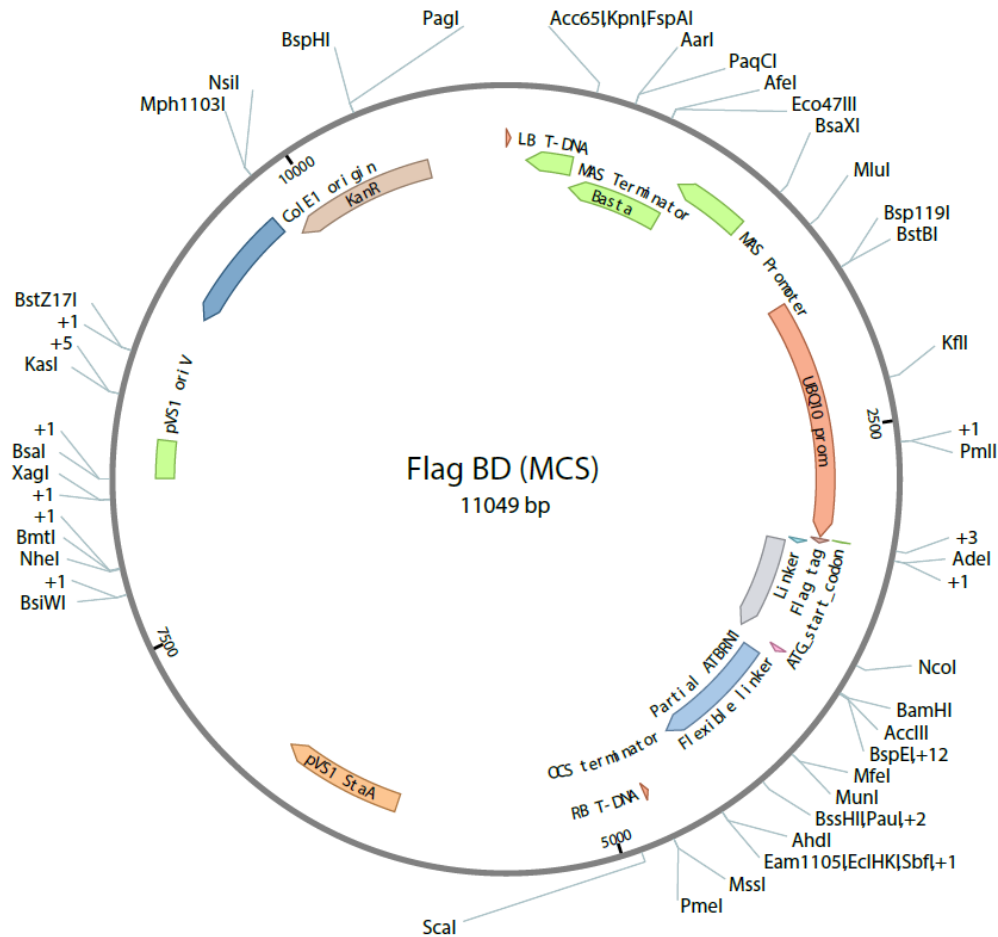

>UBQ10-ATG-Flag BD-MCS-OCS DNA Sequence

```
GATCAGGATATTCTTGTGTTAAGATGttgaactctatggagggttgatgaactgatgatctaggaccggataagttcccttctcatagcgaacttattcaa
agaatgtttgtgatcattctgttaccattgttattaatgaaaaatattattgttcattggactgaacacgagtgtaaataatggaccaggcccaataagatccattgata
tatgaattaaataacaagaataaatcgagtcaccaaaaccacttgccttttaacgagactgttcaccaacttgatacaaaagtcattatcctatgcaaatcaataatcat
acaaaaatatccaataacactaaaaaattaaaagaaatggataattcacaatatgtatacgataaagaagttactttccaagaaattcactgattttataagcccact
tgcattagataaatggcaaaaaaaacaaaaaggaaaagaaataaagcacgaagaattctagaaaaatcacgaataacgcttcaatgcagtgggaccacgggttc
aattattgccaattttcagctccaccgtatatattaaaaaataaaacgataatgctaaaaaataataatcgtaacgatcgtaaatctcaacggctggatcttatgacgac
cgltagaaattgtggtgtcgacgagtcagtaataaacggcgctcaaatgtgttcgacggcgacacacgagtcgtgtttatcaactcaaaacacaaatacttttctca
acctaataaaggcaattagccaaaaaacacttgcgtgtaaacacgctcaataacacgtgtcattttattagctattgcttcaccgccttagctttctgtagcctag
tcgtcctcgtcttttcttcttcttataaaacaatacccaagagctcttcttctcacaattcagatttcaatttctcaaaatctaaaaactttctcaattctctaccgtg
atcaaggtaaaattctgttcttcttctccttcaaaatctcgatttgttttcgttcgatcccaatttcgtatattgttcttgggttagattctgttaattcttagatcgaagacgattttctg
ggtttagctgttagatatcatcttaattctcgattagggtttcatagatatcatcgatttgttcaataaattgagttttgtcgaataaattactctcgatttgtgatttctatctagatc
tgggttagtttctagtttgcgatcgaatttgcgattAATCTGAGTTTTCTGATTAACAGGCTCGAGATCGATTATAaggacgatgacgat
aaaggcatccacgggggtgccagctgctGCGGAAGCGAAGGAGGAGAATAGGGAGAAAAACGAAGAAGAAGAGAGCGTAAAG
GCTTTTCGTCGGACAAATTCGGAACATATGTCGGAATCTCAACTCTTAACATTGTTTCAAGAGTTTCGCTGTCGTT
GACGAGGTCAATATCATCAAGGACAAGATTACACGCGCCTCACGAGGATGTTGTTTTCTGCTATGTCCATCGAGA
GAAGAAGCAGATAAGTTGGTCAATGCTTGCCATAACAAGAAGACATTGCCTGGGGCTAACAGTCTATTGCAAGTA
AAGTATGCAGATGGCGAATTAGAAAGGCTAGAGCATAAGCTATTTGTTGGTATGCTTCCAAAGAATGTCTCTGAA
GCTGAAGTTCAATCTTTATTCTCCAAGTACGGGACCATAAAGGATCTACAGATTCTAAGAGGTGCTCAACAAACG
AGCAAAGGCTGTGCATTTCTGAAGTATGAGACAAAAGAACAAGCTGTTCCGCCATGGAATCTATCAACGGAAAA
```

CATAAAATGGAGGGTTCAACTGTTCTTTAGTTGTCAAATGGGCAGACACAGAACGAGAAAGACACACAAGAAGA  
 CTTCAAAGGCTCAA<sup>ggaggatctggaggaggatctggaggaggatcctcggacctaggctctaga</sup>GAGTTAATTAAGACCCGGGACTA  
 GTCCCTAGAGT<sup>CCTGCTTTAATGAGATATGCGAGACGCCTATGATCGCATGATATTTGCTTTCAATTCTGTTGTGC</sup>  
 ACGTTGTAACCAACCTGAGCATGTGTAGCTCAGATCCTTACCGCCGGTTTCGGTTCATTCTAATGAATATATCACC  
 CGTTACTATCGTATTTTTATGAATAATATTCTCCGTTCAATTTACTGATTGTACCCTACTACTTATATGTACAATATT  
 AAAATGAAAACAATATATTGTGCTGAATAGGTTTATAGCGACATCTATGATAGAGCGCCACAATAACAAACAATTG  
 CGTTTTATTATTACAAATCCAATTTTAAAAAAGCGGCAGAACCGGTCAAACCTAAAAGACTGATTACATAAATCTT  
 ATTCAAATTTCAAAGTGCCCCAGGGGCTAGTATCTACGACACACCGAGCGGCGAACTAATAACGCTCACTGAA  
 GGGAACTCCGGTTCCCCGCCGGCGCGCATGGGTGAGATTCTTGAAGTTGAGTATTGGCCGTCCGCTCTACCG  
 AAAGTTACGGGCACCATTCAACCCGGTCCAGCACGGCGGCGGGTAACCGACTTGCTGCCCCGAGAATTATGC  
 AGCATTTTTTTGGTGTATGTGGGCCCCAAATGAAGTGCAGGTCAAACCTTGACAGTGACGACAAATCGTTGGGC  
 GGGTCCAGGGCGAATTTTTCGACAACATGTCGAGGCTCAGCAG

UBQ10 promoter<sup>ATG</sup>FLAGLinker 1<sup>BDFlexible</sup> Linker 2  
 MCS(BamHI,MroI,AvrII,XmaI,SpeI)<sup>OCS terminator</sup>

\*\*Insert needs STOP codon

Supplemental Figure 6

From Figure 1B

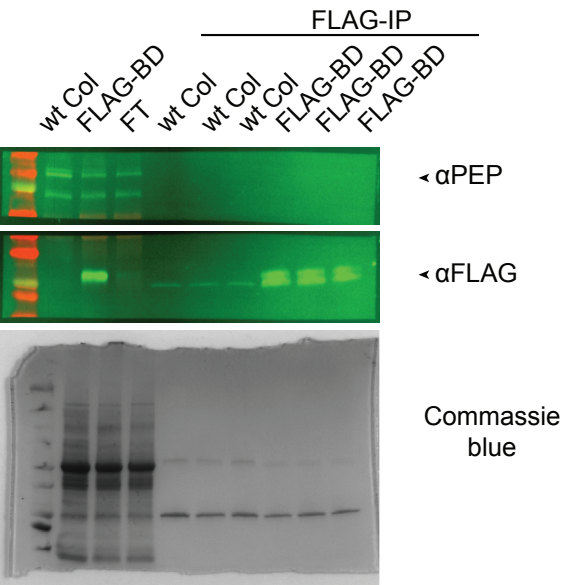

From Figure 2C

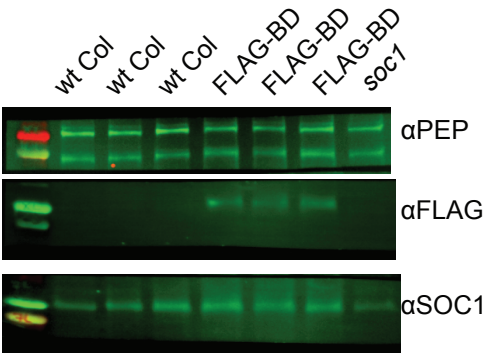

From Figure S4

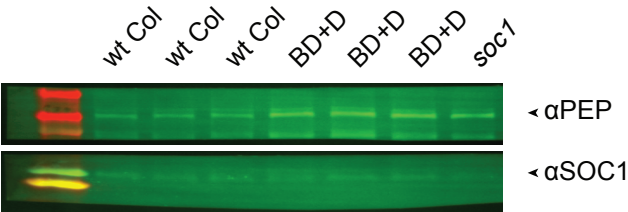

From Figure 5D

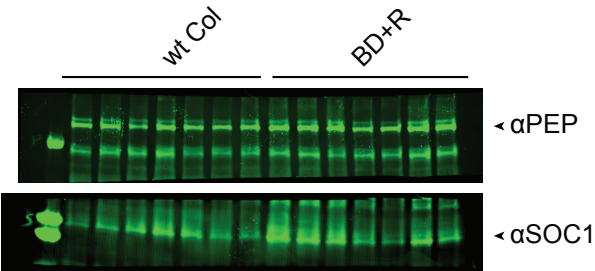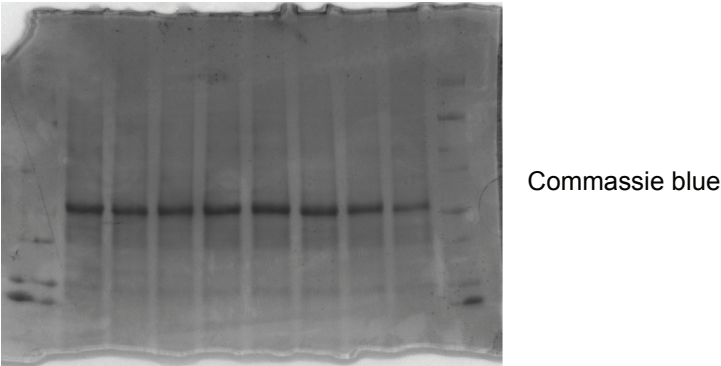

**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. FLAG-BD interacts with other mRNAs in addition to SOC1. Extended analysis of the experiment from Figure 1C for three additional mRNAs that have the identical 7-nt BRN1 binding site sequence. Each biological replicate is shown as a point. The bar represents the average and error bars represent the standard deviation between three biological replicates. Figure S2. IP control gels performed before Mass Spectrometry. (A) Coomassie blue stained SDS-PAGE gels of the mock-IP (left) and four biological replicates (R1-R4) of the FLAG-IP (right). IN = input protein sample, FT = flow through sample that did not interact with the beads or FLAG antibody. (B) Western blot of the samples in part 'A'. The PEPC protein is not detected in the mock-IP or FLAG-IPs (top). The FLAG-BD protein is detected in the FLAG-IPs but not mock-IP (bottom). Arrowheads denote the expected size of the proteins detected. Figure S3. Reduced expression of the BD+D transgene. qRT-PCR of the relative mRNA accumulation of the FLAG-BD and BD+D transgenes. AT2G20610 is a constitutively-expressed control gene. At least three biological replicates for each genotype were used (shown as points), the height of the bar represents their average and the error bars represent the standard deviation. The transgene structure and position of the RT-PCR primers is shown above. Figure S4. SOC1 protein accumulation in BD+D plants. Western blot displaying SOC1 protein levels with the BD+D transgene. The three wt Col and BD+D samples are biological replicates. PEP is an unrelated protein used as a loading control. Arrowheads mark the predicted size of the protein detected. Quantification of this Western blot is shown in Figure 4F. Figure S5. Plasmid maps and sequences. Vector maps and annotated plasmid sequences of (A) FLAG-BD, (B) BD+D, (C) BD+R and (D) a vector with multiple cloning site (MCS) to fuse any protein to AtUBQ10:FLAG-BD. Figure S6. Full Western blots from other figures. The full un-c

# Supplementary material for: A plant tethering system for the functional study of protein-RNA interactions in vivo
**Source:** Plant Methods. 2022 Jun 4;18:75. doi: 10.1186/s13007-022-00907-w
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Mass Spectrometry data of the 20 proteins identified in at least two biological replicates.

**Supplemental Table 1**

Mass Spectrometry data of the 20 proteins identified in at least two biological replicates

|           |                                                                        |                                                                                           | Weighted spectral Count |             |             |             |             | Replicate 1/ Mock |           | Replicate 2/ Mock |           | Replicate 3/ Mock |           | Replicate 4/ Mock |           |
|-----------|------------------------------------------------------------------------|-------------------------------------------------------------------------------------------|-------------------------|-------------|-------------|-------------|-------------|-------------------|-----------|-------------------|-----------|-------------------|-----------|-------------------|-----------|
|           |                                                                        | GO category in Figure 3B (1: RNA binding, 2: Linked to RNA biology, 3: Not linked to RNA) |                         |             |             |             |             |                   |           |                   |           |                   |           |                   |           |
| Locus     | Description                                                            |                                                                                           | Mock                    | Replicate 1 | Replicate 2 | Replicate 3 | Replicate 4 | Log2(FC)          | NegLog(p) | Log2(FC)          | NegLog(p) | Log2(FC)          | NegLog(p) | Log2(FC)          | NegLog(p) |
| AT1G54410 | Dehydrin family protein                                                | 1                                                                                         | 0                       | 6           | 7           | 6           | 9           | INF               | 1.86097   | INF               | 1.658705  | INF               | 0.87786   | INF               | 1.448106  |
| AT1G67700 | Multidrug resistance protein                                           | 1                                                                                         | 0                       | 8           | 6           | 12          | 14          | INF               | 2.481909  | INF               | 1.421615  | INF               | 1.756316  | INF               | 2.253312  |
| AT1G79040 | Photosystem II subunit R (PSBR)                                        | 1                                                                                         | 0                       | 4           | 7           | 10          | 9           | INF               | 1.240339  | INF               | 1.658705  | INF               | 1.463431  | INF               | 1.448106  |
| AT2G19750 | Ribosomal protein S30 family protein                                   | 1                                                                                         | 0                       | 5           | 12          | 8           | 8           | INF               | 1.550616  | INF               | 2.844818  | INF               | 1.170612  | INF               | 1.287125  |
| AT2G33530 | Serine carboxypeptidase-like 46 (SCPL46)                               | 1                                                                                         | 0                       | 5           | 6           | 5           | 8           | INF               | 1.550616  | INF               | 1.421615  | INF               | 0.731508  | INF               | 1.287125  |
| AT2G38140 | Plastid-specific ribosomal protein 4 (PSRP4)                           | 1                                                                                         | 0                       | 9           | 10          | 9           | 13          | INF               | 2.792494  | INF               | 2.37024   | INF               | 1.317013  | INF               | 2.092231  |
| AT2G41740 | Villin 2(VLN2)                                                         | 1                                                                                         | 0                       | 3           | 6           | 13          | 11          | INF               | 0.930139  | INF               | 1.184569  | INF               | 1.756316  | INF               | 1.609107  |
| AT3G57410 | Villin 3(VLN3)                                                         | 1                                                                                         | 0                       | 2           | 9           | 13          | 11          | INF               | 0.620016  | INF               | 2.133018  | INF               | 1.902783  | INF               | 1.770128  |
| AT4G30160 | Villin 4(VLN4)                                                         | 1                                                                                         | 0                       | 4           | 8           | 16          | 14          | INF               | 0.930139  | INF               | 1.658705  | INF               | 2.195768  | INF               | 2.092231  |
| AT5G38430 | Ribulose biphosphate carboxylase (small chain) family protein (RBCS1B) | 1                                                                                         | 0                       | 0           | 0           | 71          | 77          | NaN               | 0         | NaN               | 0         | INF               | 1.317013  | INF               | 1.448106  |
| AT5G47210 | Hyaluronan / mRNA binding family                                       | 1                                                                                         | 0                       | 6           | 10          | 13          | 12          | INF               | 1.86097   | INF               | 2.37024   | INF               | 1.902783  | INF               | 1.93117   |
| AT5G26000 | thioglucoside glucohydrolase 1 (TGG1)                                  | 2                                                                                         | 29                      | 25          | 47          | 112         | 104         | -0.214125         | 0.400125  | 0.696608          | 0.544525  | 1.949374          | 1.725202  | 1.842459          | 1.920893  |
| AT3G25230 | Rotamase FKBP 1 (ROF1)                                                 | 3                                                                                         | 0                       | 7           | 10          | 10          | 9           | INF               | 2.171401  | INF               | 2.37024   | INF               | 1.463431  | INF               | 1.448106  |
| AT4G35450 | Ankyrin repeat-containing protein 2 (AKR2)                             | 3                                                                                         | 0                       | 5           | 4           | 10          | 9           | INF               | 1.550616  | INF               | 0.947567  | INF               | 1.463431  | INF               | 1.448106  |
| AT4G35630 | Phosphoserine aminotransferase (PSAT)                                  | 3                                                                                         | 2                       | 17          | 18          | 7           | 7           | 3.087463          | 3.583188  | 3.169925          | 2.679162  | 1.807355          | 0.300372  | 1.807355          | 0.358798  |
| AT5G64040 | Photosystem I reaction center subunit PSI-N                            | 3                                                                                         | 0                       | 10          | 12          | 9           | 9           | INF               | 3.103157  | INF               | 2.844818  | INF               | 1.317013  | INF               | 1.448106  |
| AT2G03440 | Nodulin-related protein 1 (NRP1)                                       | 3                                                                                         | 3                       | 12          | 17          | 10          | 11          | 2                 | 1.843168  | 2.5025            | 1.999587  | 1.736966          | 0.332408  | 1.874469          | 0.485876  |
| AT1G33600 | Leucine-rich repeat (LRR) family protein                               | 3                                                                                         | 0                       | 5           | 14          | 17          | 14          | INF               | 1.550616  | INF               | 3.319573  | INF               | 2.488819  | INF               | 2.253312  |
| AT3G12145 | Leucine-rich repeat (LRR) family protein                               | 3                                                                                         | 0                       | 2           | 8           | 11          | 6           | INF               | 0.620016  | INF               | 1.895839  | INF               | 1.609865  | INF               | 0.965222  |
| AT4G03520 | Thioredoxin superfamily protein (ATHM2)                                | 3                                                                                         | 2                       | 3           | 9           | 21          | 17          | 0.584963          | 0.317946  | 2.169925          | 1.027264  | 3.392318          | 1.660553  | 3.087463          | 1.41504   |

# Supplementary material for: A plant tethering system for the functional study of protein-RNA interactions in vivo
**Source:** Plant Methods. 2022 Jun 4;18:75. doi: 10.1186/s13007-022-00907-w
**Supplement:** Supplementary file 3 — Additional file 3: Table S2. Primer sequences and alleles used in this study.

| Supplemental Table 2. Primer sequences and alleles used in this report |                                        |                             |                                                                 |                                                                |
|------------------------------------------------------------------------|----------------------------------------|-----------------------------|-----------------------------------------------------------------|----------------------------------------------------------------|
| Primers and sequences used in this report                              |                                        |                             |                                                                 |                                                                |
| Figure                                                                 | Experiment                             | Target                      | Forward primer sequence                                         | Reverse primer sequence                                        |
| 1C, S3                                                                 | RIP qRT-PCR, qRT-PCR                   | Control gene AT2G20610      | TyrAT qRT F3 - AAAGTTGGAGCTGTCAATTGATGG                         | TyrAT qRT R3- AACACGAGATTCCTCTCTGGC                            |
| 1C, 2B, 4C, 5F, S1                                                     | RIP qRT-PCR, qRT-PCR                   | SOC1                        | soc1 qRT F - TGGGGATCTCATGAAAGCGAA                              | soc1 qRT R - ACCCAATGAACAAATTGCGTCTC                           |
| 1C, 2B, 4C, 5F, S1, S3                                                 | RIP qRT-PCR, qRT-PCR                   | Control gene AT1G08200      | AT1G08200 qRT F3- agacgtcgcttgggaactg                           | AT1G08200 qRT R3- atgcgactggtttgaagtgg                         |
| 4D, 5G                                                                 | qRT-PCR                                | SOC1 intron-exon            | soc1 intron-exon qRT F - GTTTTGAGAACACCAATTGGGAT                | soc1 intron-exon qRT R - TTTGGTGTGACTCGATCCTT                  |
| 4D, 5G                                                                 | qRT-PCR                                | AT1G08200 intron-exon       | AT1G02800 intron-exon qRT F- CGAATTTCGAATTGTGGATGCT             | AT1G02800 intron-exon qRT R- TGCTGGAGTACAGATCGCAG              |
| 4E                                                                     | ePAT                                   | ePAT Control                | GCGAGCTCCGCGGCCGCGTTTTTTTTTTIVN                                 | none                                                           |
| 4E                                                                     | ePAT                                   | ePAT anchor primer          | GCGAGCTCCGCGGCCGCGTTTTTTTTTTTT                                  | none                                                           |
| 4E                                                                     | ePAT                                   | soc1 qRT 3UTR II F          | CAAGTAACAAAACCTCTAAAGCTGC                                       | none                                                           |
| 4E                                                                     | ePAT                                   | soc1 qRT 3UTR III F         | TCTATGTTCTTACACTTGCCTCTCT                                       | none                                                           |
| 5A                                                                     | pEarlyGate100 promoter swap 35S->UBQ10 | UBQ10 promoter              | UBQ10 Prom F inf 2 - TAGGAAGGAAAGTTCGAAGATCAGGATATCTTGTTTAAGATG | UBQ10 Prom R inf 2 - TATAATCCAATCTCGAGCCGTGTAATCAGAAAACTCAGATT |
| 5A                                                                     | BD-RPS6 construct                      | genomic RPS6                | RPS6 noATG Stop F2 - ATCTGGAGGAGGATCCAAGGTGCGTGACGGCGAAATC      | RPS6 noATG Stop R2 - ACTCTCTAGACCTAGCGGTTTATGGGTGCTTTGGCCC     |
| S1                                                                     | RIP qRT-PCR                            | AT2G22125                   | AT2G22125 qRT F - TCATATTTGTTCACTTTTGTGTGCC                     | AT2G22125 qRT R - ATGCTGACCAAGAGGACTTAGGC                      |
| S1                                                                     | RIP qRT-PCR                            | AT1G69640                   | AT1G69640 qRT F - GGAACCTACATGCCTTACTCGC                        | AT1G69640 qRT R - TCCATTTCTCCAACCTCAGGG                        |
| S1                                                                     | RIP qRT-PCR                            | AT2G33370                   | AT2G33370 qRT F - GATTGCTAGTGCTGCTAACGC                         | AT2G33370 qRT R - ACACCAACTATTTCGCGTTTCG                       |
| S3                                                                     | qRT-PCR                                | FLAG-BD and BD+D            | q_FLAG_BD F - TAAAGGCATCCACGGGTGCCA                             | q_FLAG_BD R - TTGTCCGACGAAAAGCTTTACGC                          |
| Mutant alleles used in this report                                     |                                        |                             |                                                                 |                                                                |
| Figure                                                                 | Mutant                                 | Allele                      | Background Ecotype                                              |                                                                |
| 1C, 2A-D, 4B-D, 4F, 5F-G, S1, S4                                       | <i>soc1</i>                            | <i>soc1-6</i> (SALK_138131) | Col                                                             |                                                                |
| 2A                                                                     | <i>brn1</i>                            | <i>atbm1</i> (SALK_041205)  | Col                                                             |                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

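Small RNA libraries were made from wt Col plants and from plants with the 35S-driven FLAG-BD transgene in the wt Col background, with 2 biological replicates (A and B) of each genotype, grown at 22 °C with 16 h of light. FLAG-BD is a FLAG-tagged protein with RRM domains 1 and 2 of BRN1. The replicate letters come from the sample labels, and nothing in the labels or the paper pairs a FLAG-BD library with the wt Col library of the same letter.

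The authors trimmed the adapters with fastx toolkit, removed tRNA and rRNA reads and kept reads of 18 to 28 nt with the UEA small RNA Workbench, and deposited for each library the distinct sequences with their RPM, normalized as the paper cites. Each RPM value is a whole multiple of the value of 1 read for at least 99.9997% of the values of every library, so whole reads were recovered by division. The totals over which the authors' RPM are taken are then 5432720 and 4444962 reads in FLAG-BD A and B and 5157356 and 5397899 reads in wt Col A and B. The lists hold 1708070, 1079854, 1648020 and 1235513 of these reads in the same order. Tested on the lists, 99.4% of the distinct sequences match the genome with at most 1 mismatch, and 96.7% of the other reads in FLAG-BD lie in stretches of overlapping reads that also hold the OCS terminator or the resistance gene. Reads across the exon junctions of the BD part that do not also match the unspliced gene are missing from the lists. The mapping with ShortStack that the paper describes left no positions in the lists.

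All 1047138 distinct sequences were placed on TAIR10.1 with bwa 0.7.19, and each match was checked against the genome sequence. The best places with at most 1 mismatch were kept. Reads with more than 50 best places were not assigned. Reads with several best places were divided among them by the local density of reads in windows of 50 nt, and gene sums can therefore be fractions of a read. A gene's value is the sum of the 21–22 nt reads contained in its annotated limits, on both strands and with introns, in RPM. Counts of single loci were also compared between libraries with Fisher's exact test as a description of those libraries. Confidence intervals are 95% Clopper-Pearson intervals and 3 reads were taken as the smallest detectable number. Both cover counting error only.

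The genotypes were compared at single loci with 2-sided exact permutation tests, which have 6 arrangements and a smallest p of 0.333 with 2 libraries against 2. Over all nuclear genes, limma 3.58.1 (R 4.3.3) was fitted to log2(RPM + 1) with a trend of the variance on abundance, for the 1133 genes with a mean of at least 1 RPM over the 4 libraries, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. Fold changes on this scale understate the change of genes with low values. The standard errors of limma draw on the variance of other genes of similar abundance. Its p-values can therefore be far smaller than 2 libraries per group alone would allow. The design set before the deposited lists were opened assumed read counts and named edgeR. Because the deposited unit is RPM, limma became the main test, and edgeR 4.0.16 (quasi-likelihood test with TMM) on the recovered reads was added as an alternative beside DESeq2 1.42.0. limma called 7 genes and edgeR called 5. The design also took the RPM over the listed reads, which became an alternative because the lists hold only part of each library. The filter and the pseudocount of 1 were set after the unit was known and before the result over all genes was seen. A gene set test (camera of limma) and the percentile among 10000 random gene sets of the same size matched on abundance were used for the genes with the 7-nt site (5'UAUGUAU) in an annotated 3'UTR. An exact permutation test of the libraries for this set was added after its result was seen. Other tables and permutation tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9.

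The tests over all genes were tested on simulated reads with the abundances and library sizes of these 4 libraries. All simulated genes had the same dispersion (0.0929) and were drawn independently of each other. The simulation therefore cannot show how the tests treat genes with a larger spread, or the gene set test under correlation between genes. Of 200 changed genes, among 1130 genes tested, limma called 129 with 4 false calls, edgeR 128 with 1 false call and DESeq2 95 with 0. With no changed gene, among 1156 genes tested, none of the 3 methods made a call. The gene set test gave a p of 3.31e-08 for a simulated set shifted by 0.5 on the log2 scale and 0.289 for an unchanged set, whose percentile among random sets was nevertheless 96.2.

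The genes named in the text were fixed by a rule before the data were examined. They are the loci that the paper names for these plants or for the binding test, and up to 5 genes in each direction with the smallest adjusted p among those under the threshold whose libraries do not overlap between the genotypes. The remaining TAS3 loci belong to an alternative, and *MIR828* was added for a test of *TAS4*. Gene names that the annotation lists only as synonyms (*SOC1*, *BRN1*, *BRN2*, *TAS4*) were matched by their locus identifiers. The alternatives covered the size class, the strand, the treatment of reads with several places, mismatches, the scaling, the limits of the gene, the filter on low values, the pseudocount, the test, the replicate block and each replicate left out. The libraries of a genotype are not 1 library deposited again, since their reads over genes with at least 10 reads differ with a chi-square of 27.7 (FLAG-BD) and 12.8 (wt Col) per degree of freedom. The immunoprecipitation, qRT-PCR, protein and flowering time data of the paper were not analysed here.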

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

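All tests of explanations in this part were chosen only after the result that they are to explain was seen, and those of the 7-nt site in *TAS4* and of *MIR828* before their own outcome was seen. Each result below is a signal at a locus or a class of reads that the paper's siRNA data do not cover, higher in both FLAG-BD libraries than in both wt Col libraries. A separation of the genotypes in one direction or the other is expected by chance for 33.3% of genes, and 378 of the 1133 tested genes showed it.

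The 21–22 nt reads of *BRN1* (AT4G03110, minus strand of chromosome 4, 1376306 to 1379747) amounted to 8185 RPM ± 4777 (SD, n = 2) in FLAG-BD and 11.9 RPM ± 0.418 (SD, n = 2) in wt Col, a 689-fold difference (exact permutation test, p = 0.333, the smallest possible). The log2 fold change was 9.18 (standard error 0.545, adjusted p = 6.51e-57 from limma, and between 1.22e-141 and 0.000125 over the alternatives). This standard error draws on the variance of other genes, so the p-value does not measure the replicate spread of *BRN1* alone. With edgeR, the test named in the design, the adjusted p was 4.72e-05. FLAG-BD A had 11563 RPM and FLAG-BD B 4807 RPM, so the replicates also differ from each other. A difference in depth does not account for this, since the largest library total is 1.22 times the smallest. Reads shared with the paralog *BRN2* do not account for it either, since at least 95.2% of the *BRN1* reads in each FLAG-BD library match a single place. Exon reads outside the part of the gene that encodes the BD (1377610 to 1379272) were 0.00713% of the exon reads in FLAG-BD, although these exons make up 73.0% of the exon length, so small RNAs from the whole endogenous *BRN1* mRNA are ruled out as the main source. Sense fragments of an abundant mRNA would leave few antisense reads, but at least 37.0% of the reads were antisense. Swapped labels are not a candidate explanation, because the OCS terminator of the plasmid had at least 1777 reads in each FLAG-BD library and 1 and 0 in wt Col A and B. As a hypothesis, the FLAG-BD transcript itself may be a source of siRNAs on both strands. The transgene and the endogenous gene share the BD sequence, so reads of one cannot be told apart from reads of the other, and reads from the BD part that would also need the endogenous mRNA as a template were not tested for.

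Reads that match no place in the genome amounted to 11898 RPM ± 2252 (SD, n = 2) in FLAG-BD and 60.2 RPM ± 9.71 (SD, n = 2) in wt Col. Reads from another organism are not a likely source, because 96.7% of these reads in FLAG-BD belong to stretches of overlapping reads that also hold the OCS terminator or the resistance gene. These stretches link reads by overlaps of at least 17 nt, and how often unrelated reads would be linked was not tested. Taken singly, 78.5 and 81.9% of the reads in FLAG-BD A and B were assigned to neither sequence. The paper selected the transgenic lines with Basta, and translated reads covered 183 of the 183 residues of the Basta resistance protein, against 0 residues of the same protein shuffled. The sequence of this protein was written from general knowledge and is not taken from the paper. The resistance gene had 10667 and 6524 reads in FLAG-BD A and B and 41 and 52 reads in wt Col A and B. The pattern is consistent with small RNAs from the T-DNA, beyond the FLAG-BD coding part, in both FLAG-BD libraries.

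*TAS4* (AT3G25795, a noncoding *trans*-acting siRNA gene on the minus strand of chromosome 3, 9417551 to 9418705) had 60.6 RPM ± 3.41 (SD, n = 2) in FLAG-BD and 4.41 RPM ± 2.67 (SD, n = 2) in wt Col, a 13.7-fold difference with a log2 fold change of 3.60 (standard error 0.475, adjusted p = 1.82e-11 from limma). Over the alternatives in which *TAS4* was tested the log2 fold change was between 2.85 and 3.87, and the adjusted p between 6.85e-28 and 0.665. With edgeR the adjusted p of *TAS4* was 0.0121. Reads shared with other loci are ruled out, since at least 99.4% of the reads in each FLAG-BD library match *TAS4* alone. At least 23.1% of the reads in each FLAG-BD library were antisense, so sense fragments of the *TAS4* RNA alone are not a likely source. In FLAG-BD A and B, 77.6 and 81.3% of the 21 nt reads fell into the most frequent register. This register was chosen from the same reads, and a single abundant siRNA can raise its share, so the share does not decide. The *TAS4* RNA holds a 7-nt BRN1 site, but so do 16.9% of the 2243 genes of similar length, so the site alone cannot tell whether FLAG-BD binding could be involved. The trigger of *TAS4* is the microRNA of *MIR828*, which had 1 read in the 4 libraries together, too few to tell whether it differed. Whether the transgene or another difference between the plants or libraries, such as growth, raised *TAS4* siRNAs cannot be told apart here. The paper does not name the insertion line behind the FLAG-BD libraries.

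*BRN2* (AT1G03457) had 23.9 RPM ± 18.2 (SD, n = 2) in FLAG-BD, and both wt Col libraries were under the floor of 3 reads. Its log2 fold change of 4.35 (adjusted p = 4.47e-21 from limma) became 1.64 (adjusted p = 0.0879) when reads with more than 1 place were left out and 7.14 when they were divided equally, and the adjusted p over the alternatives ranged from 5.51e-46 to 0.0879. The part of the *BRN2* signal from reads with more than 1 place therefore cannot be told apart from reads of the BD sequence. The part from reads that match *BRN2* alone did not pass the threshold.

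*SDI1* (AT5G48850) had 4.09 RPM ± 0.578 (SD, n = 2) in FLAG-BD, from 20 reads in each library, and 1 and 2 reads in wt Col A and B, which are under the floor. Its log2 fold change was 1.99 (adjusted p = 0.000342 from limma), and the adjusted p over the alternatives ranged from 2.80e-06 to 0.333. *ADC2* (AT4G34710, arginine decarboxylase 2) had 4.87 RPM ± 2.43 (SD, n = 2) in FLAG-BD and 0.912 RPM ± 0.766 (SD, n = 2) in wt Col, with a log2 fold change of 1.61 (adjusted p = 0.0151 from limma) and an adjusted p between 0.000154 and 0.666 over the alternatives. With uniquely mapped reads alone the log2 fold changes were 1.99 and 1.61, so reads shared with other loci do not account for them. edgeR called *SDI1* (adjusted p = 0.0438) but not *ADC2* (adjusted p = 0.0872). Both genes rest on few reads, and no other explanation was tested.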

How the results depend on the processing

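The alternatives were set before the data were examined, apart from those named next. The pseudocounts of 0.5 and 0.2 and the size shares without transgene reads were chosen after seeing the data. So were the scaling of *TAS3* without the *BRN1* reads and the alternatives of the named genes. The design had named edgeR and the RPM over the listed reads. The edgeR fit with TMM and the scaling to the listed reads became alternatives only after the lists were opened. With 2 libraries against 2, leaving out a replicate leaves 1 library in a group, so those values carry no test, and no gene calls were made that way. The permutation tests of single loci cannot pass 0.05 in any setting, so a p that stayed above it shows no stability. Alternatives that left the counted reads of a locus as they were, such as matching without a mismatch, could not move its value.

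*SOC1* differed by -0.0771 RPM between FLAG-BD and wt Col and reversed in 2 of 13 alternatives, for 24 nt reads (0.0920 RPM) and for antisense reads alone (0.112 RPM). Scaling to fewer reads also changes the unit, so differences in RPM under another scaling compare by direction only. Across the 4 fits that each left out one replicate it went from -0.190 to 0.0354 RPM. The 21–22 nt value rests on at most 1 read per library, so its sign is not resolved at this depth. The *TAS3* difference of 22.4 RPM reversed for 24 nt reads (-3.02 RPM), for antisense reads alone (-0.523 RPM) and when scaled to the 21–22 nt reads placed on the genome (-213.1 RPM), and it went from -45.3 to 90.2 RPM with one replicate left out. The reversal under this scaling rests on the *BRN1* reads in its denominator, since without them the difference was 30.5 RPM. The cause of the others was not tested. AT2G20610 went from -0.103 RPM to 0 for antisense reads alone, and from -0.379 to 0.173 RPM with one replicate left out. *BRN1* stayed higher in FLAG-BD in all 13 alternatives, and by 4795 to 11551 RPM with one replicate left out.

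Of the loci of the binding test, AT2G22125 reversed to 0.240 RPM for all lengths, AT1G69640 to 0.0155 RPM for 21 nt reads, and AT1G08200 to 0.0920 RPM for 24 nt reads and 0.0653 RPM for all lengths. The cause was not tested, and each of these genes had at most 3 reads of 21–22 nt in a library. With one replicate left out they went from -0.469 to 0.112, from -0.275 to 0.112 and from -0.371 to 0 RPM, and AT2G33370 stayed at 0. AT2G33370 went from 0 to 0.184 RPM for 24 nt reads and 0.0908 RPM for all lengths. The share of 21–22 nt reads stayed higher in FLAG-BD, by 1.34 to 5.09 percentage points over 3 alternatives and 3.34 to 10.4 with one replicate left out. The 24 nt share stayed lower, with differences of -6.93 to -3.74 over 3 alternatives and -10.3 to -4.70 with one replicate left out.

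limma called 7 genes, 5 higher and 2 lower in FLAG-BD. The count was 1 with no filter beyond 1 read in any library, 2 for genes with at least 10 reads in every library, 3 for 21 nt reads, 27 for 24 nt reads (13 higher and 14 lower) and 3 when scaled to the listed reads, where all 3 were higher. The filter at 10 reads leaves 5 of the 7 genes untested, since they had fewer in at least 1 library. In 21 nt reads AT3G22955 and AT5G11370 fell under the filter and were not tested, while *SDI1* and *ADC2* were tested and lost their calls. The cause of the remaining changes was not tested. The median log2 fold change over all tested genes was -0.07 in the 21–22 nt class and -0.37 in the 24 nt class. edgeR called 5 genes with TMM, all of them among the 7, and 8 without TMM, and DESeq2 called 5. The other alternatives gave 5 to 7, apart from the replicate block. Matching without a mismatch changed no tested gene. *BRN1* was called in all 16 alternatives, *TAS4* lost its call only without a filter among its 14 alternatives, and AT5G11370 lost it in 7 of 13.

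With the replicate block, limma called 38 genes (26 higher and 12 lower) against 7 without it, and all 7 were among the 38. Across 1133 genes the differences between replicates A and B of FLAG-BD and of wt Col had a correlation of 0.0844, the plants of the same letter are different plants, and the genes with the 7-nt site had a p of 0.302 from limma's camera test under the block. This correlation cannot see an offset common to all genes. The listed share of reads was 31.4 and 32.0% in FLAG-BD A and wt Col A, and 24.3 and 22.9% in FLAG-BD B and wt Col B. A batch shared by libraries of the same letter is therefore not excluded.

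The genes with the 7-nt site had a median log2 fold change 0.09 above the other genes (p = 0.182 from limma's camera test, and p = 0.333, the smallest possible, from an exact permutation test of the libraries that was added after the result was seen). The difference reversed for genes with at least 10 reads in every library (-0.0708), for 21 nt reads (-0.0527) and for antisense reads (-0.0565), for which the cause was not tested, and the p of limma's camera test stayed between 0.120 and 0.644 over 17 alternatives. The number of genes with the site in a 3'UTR was 2393, 2236 with the first-listed transcript only, and 3871 when transcripts were counted. No alternative was run for the reads of the FLAG tag, which were 0. For *SOC1*, *TAS3*, AT2G20610, *BRN1*, the size shares, the number of called genes, the set with the 7-nt site and the number of genes with the site, 79 of 95 values over the alternatives kept their direction and their side of the threshold or stayed close to the reported value, 8 reversed, 7 moved and 1 went to 0. For the 7 genes that limma called and the 4 loci of the binding test, 118 of 148 values over the alternatives kept their direction and their side of the threshold, 26 did not pass the threshold that the reported value passed or moved to or from 0, and 4 reversed.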

Differences from the paper's values

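With the main settings, no value differs from the paper's by more than the spread between replicates and by more than 1.5 times. The paper gives 2236 mRNAs other than *SOC1* with the 7-nt site in the 3'UTR. Over all annotated transcripts 2393 genes other than *SOC1* held it, and with the first-listed transcript of each gene only, an alternative set before the data were examined, the number was 2236. Counting transcripts gave 3871, which does differ. For *TAS3*, the bars of Fig. 2E, read by eye, stand at about 250 RPM in FLAG-BD and about 220 RPM in wt Col, and the values here were 245.6 and 223.2 RPM. In 24 nt reads (14.0 and 17.0 RPM) and when scaled to reads placed on the genome they differ. The paper describes AT2G20610 as a gene without small RNA production, and 3, 0, 2 and 2 reads of 21–22 nt were found here in FLAG-BD A and B and wt Col A and B, none above the floor of 3 reads.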

Other observations

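All tests of explanations in this part were chosen only after the result that they are to explain was seen, and the count of reads of 18–28 nt in AT3G22955 and AT5G11370 before its own outcome was seen.

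limma found 5 genes with more and 2 genes with fewer 21–22 nt reads in FLAG-BD. The 2 lower genes, AT3G22955 (annotated as a pseudogene, plus strand of chromosome 3, 8138497 to 8138965) and AT5G11370 (an FBD and leucine-rich repeat gene, plus strand of chromosome 5, 3627849 to 3629717), had 0 reads of 21–22 nt in both FLAG-BD libraries. AT3G22955 had 16 reads in each wt Col library (log2 fold change -2.01, adjusted p = 0.000373 from limma), and AT5G11370 had 12 and 11.4 reads in wt Col A and B (log2 fold change -1.69, adjusted p = 0.0151 from limma). The adjusted p over the alternatives ranged from 8.53e-19 to 0.124 for AT3G22955 and from 9.06e-19 to 0.289 for AT5G11370, and the log2 fold changes in 24 nt reads were -4.80 and -4.90. edgeR called AT3G22955 (adjusted p = 0.0459) but not AT5G11370 (adjusted p = 0.0654). Counting error is ruled out (Fisher's exact test of the pooled reads, p = 3.07e-07 for the gene with the larger p), and 99.2% of the wt Col reads of these genes match a single place. If the loci were missing from the genome of the FLAG-BD plants, no read of 18–28 nt was to be found there, and 4 reads were, against 298 and 192 reads of AT3G22955 and 272.0 and 279.8 reads of AT5G11370 in wt Col A and B. These reads are 0.384% of those in wt Col, a share above that of BD or OCS terminator reads in wt Col and below that of resistance gene reads, so carry-over between libraries is not excluded and a missing locus cannot be told apart from a loss of siRNAs at an intact one.

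No read in any library matched the FLAG tag and linker of the transgene, a sequence that was to check the sample labels. Reads across the exon junctions of the BD part that do not also match the unspliced gene were 0 in all 4 libraries as well, where the coverage of the exons beside them predicts 13561 such reads in FLAG-BD A. Reads across these junctions that also match the unspliced gene were listed (3419 in FLAG-BD A). Of the 21–22 nt reads of *BRN1*, 4.92% in FLAG-BD A and 5.78% in FLAG-BD B reached past an exon boundary, by at most 3 nt. A candidate explanation is that reads were kept only when they matched a reference that held the genome and vector sequence without the spliced BD, so the check with the FLAG tag is void. A filter of this kind would also leave out siRNAs across the exon junctions of *SOC1* and other mRNAs that do not match the genome.

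The wt Col libraries held 59.8 and 65.8 reads of 21–22 nt at *BRN1*, 100% of them in the BD part. This is consistent with carry-over of transgene small RNAs into the wt Col libraries. The wt Col reads were 0.143% of the FLAG-BD reads for the BD part, 0.0146% for the OCS terminator and 0.541% for the resistance gene. These shares are not equal (Fisher's exact test, BD part against resistance gene, p = 2.33e-20), so carry-over from these FLAG-BD libraries alone is not a likely account. The test takes reads as independent molecules, which they need not be. The 41 and 52 resistance gene reads in wt Col A and B were of 32 and 46 distinct sequences. Other sources were not tested.

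The 74 tested genes with the 7-nt site in a 3'UTR had a median log2 fold change of 0.01, against -0.08 for the other 1059 genes, at percentile 94.7 of random sets matched on abundance (p = 0.182 from limma's camera test, and p = 0.333 from the exact permutation test of the libraries). Camera allows for the correlation between genes but rests on a model with 2 libraries per group, and the exact test cannot go below 0.333 here. Over the alternatives the percentile ran from 17.75 (at least 10 reads in every library) to 99.9 (no filter beyond 1 read in any library). A simulated unchanged set reached 96.2, so the percentile alone does not decide. A shift of siRNAs at genes with the site was thus not detected, and a small one is not excluded. The loci of the paper's binding test had few 21–22 nt reads. AT2G22125 had 1 read in FLAG-BD B and 3 in wt Col A. AT1G69640 had 1 in FLAG-BD B and 2 in wt Col A, and AT2G33370 had 0 in all 4 libraries. AT1G08200, which the paper lists as a control gene of this test, had 2 in wt Col B. All of these values are at or under the floor.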
